# Genomic modules and intramodular network concordance in susceptible and resilient male mice across models of stress

**DOI:** 10.1038/s41386-021-01219-8

**Published:** 2021-11-30

**Authors:** Salvatore G. Caradonna, Tie-Yuan Zhang, Nicholas O’Toole, Mo-Jun Shen, Huzefa Khalil, Nathan R. Einhorn, Xianglan Wen, Carine Parent, Francis S. Lee, Huda Akil, Michael J. Meaney, Bruce S. McEwen, Jordan Marrocco

**Keywords:** Stress and resilience, Predictive markers

## Abstract

The multifactorial etiology of stress-related disorders necessitates a constant interrogation of the molecular convergences in preclinical models of stress that use disparate paradigms as stressors spanning from environmental challenges to genetic predisposition to hormonal signaling. Using RNA-sequencing, we investigated the genomic signatures in the ventral hippocampus common to mouse models of stress. Chronic oral corticosterone (CORT) induced increased anxiety- and depression-like behavior in wild-type male mice and male mice heterozygous for the gene coding for brain-derived neurotrophic factor Val66Met, a variant associated with genetic susceptibility to stress. In a separate set of male mice, chronic social defeat stress (CSDS) led to a susceptible or a resilient population, whose proportion was dependent on housing conditions, namely standard housing or enriched environment. Rank-rank-hypergeometric overlap (RRHO), a threshold-free approach that ranks genes by their *p* value and effect size direction, was used to identify genes from a continuous gradient of significancy that were concordant across groups. In mice treated with CORT and in standard-housed susceptible mice, differentially expressed genes (DEGs) were concordant for gene networks involved in neurotransmission, cytoskeleton function, and vascularization. Weighted gene co-expression analysis generated 54 gene hub modules and revealed two modules in which both CORT and CSDS-induced enrichment in DEGs, whose function was concordant with the RRHO predictions, and correlated with behavioral resilience or susceptibility. These data showed transcriptional concordance across models in which the stress coping depends upon hormonal, environmental, or genetic factors revealing common genomic drivers that embody the multifaceted nature of stress-related disorders.

## Introduction

Stressors induce a variety of molecular and physiological mechanisms, influenced by genes and environment, leading to allostatic load and alterations in coping mechanisms [1, 2].

The hippocampal formation, involved in the activation and feedback of the stress response [3–7], includes the ventral hippocampus (vHPC), a functionally discrete structure [8, 9] encoding affective behavior, that is anxiety [10], depression [11, 12], and social avoidance [13]. The vHPC expresses patterns of genetic [14, 15], and epigenetic [5, 16] regulation that differ from the dorsal hippocampus. Notably, clinical evidence shows that the vHPC, or the anterior hippocampal portion in humans, also modulates affective processes [8] associated with changes in brain volume, cell type [17], and gene expression [18]. Recently, we showed that stress induces greater alteration of gene expression change in the vHPC as opposed to the dorsal hippocampus [19] and others have characterized gene networks in the vHPC using disparate paradigms of stress [20–22]. However, genomic commonalities in the vHPC across multiple models of stress are largely uncharacterized.

Whole-genome RNA-sequencing (RNA-seq) combined with weighted gene co-expression network analysis (WGCNA) [23] was used to examine transcriptomic signatures across animal models using disparate stressors. Corticosterone (CORT) in drinking water, a noninvasive pharmacological model to deliver CORT, induces behavioral impairment in wild-type male mice [24] and disrupts the activity of the HPA axis, leading to a blunted endocrine response to stress [24]. Oral CORT delivery in male mice induces hyperphagia, locomotion [24], and stress-induced grooming, rearing, and exploratory behavior [25, 26]. Others have shown that oral CORT induces decreased prepulse inhibition in male mice heterozygous for the gene coding brain-derived neurotrophic factor Val66Met (BDNF het-Met) [27], a variant that disrupts intracellular trafficking and activity-dependent release of BDNF, modulates neurotransmitter release [28], long term potentiation [29], and results in increased risk for stress-inducible pathologies [30, 31]. Of note, BDNF het-Met male mice show increased HPA axis activity as well as increased affective behavior [32], but only after sub-chronic stress [27], indicating that an environmental challenge is needed to exhibit behavioral impairment. BDNF het-Met mice were then used to investigate the behavioral and genomic effects of oral CORT to study genetic vulnerability in a model that exhibits both an impaired stress response and altered stress-dependent affective behavior. In a separate model, chronic social defeat stress (CSDS) in adulthood, a naturalistic chronic stress model that reflects uncontrollable social aggression [33, 34], was used to distinguish a behaviorally resilient (RES) and susceptible (SUS) population of male mice [35]. Mice subjected to CSDS were raised in either standard housing (SH) or enriched environment (EE), which introduced an additional environmental component to stress susceptibility [36, 37].

Here, the pharmacological/genetic (CORT) and environmental (housing, CSDS) effects on behavior and genomics were isolated in either model, and WGCNA was used to combine bioinformatic predictions across models, revealing two networks of converging gene hubs in groups exhibiting either behavioral susceptibility or behavioral resilience.

## Methods

### Animals

Mice heterozygous for the BDNF allele (het-Met) were generated in the Lee laboratory, as previously described [30]. C57/BL6J male mice (WT) and BDNF het-Met mice were obtained by performing in-house breeding. A separate cohort of C57/BL6J male mice (21 day old) was randomly assigned housing in either SH or EE conditions for 8 weeks. At 2 months of age WT or BDNF het-Met mice were randomly assigned to either vehicle- (1% ethanol) or CORT- (25 mg/l, 1% ethanol) treated groups. At 3 and 4 weeks into the treatment course, mice were tested using the light–dark box test and splash test, respectively (see Supplementary Materials) (Fig. 1a). After the 8 weeks in their respective housing, the EE and SH cohort underwent 10 days of CSDS, followed by the social interaction (SI) test (see Supplementary Materials) (Fig. 1i). All procedures were performed in accordance with the National Guidelines on the Care and Use of Animals and a protocol approved by The Rockefeller University Animal Care and Use Committee and the Canadian Council on Animal Care with protocols approved by the McGill University Facility Animal Care Committee.

**Fig. 1:**
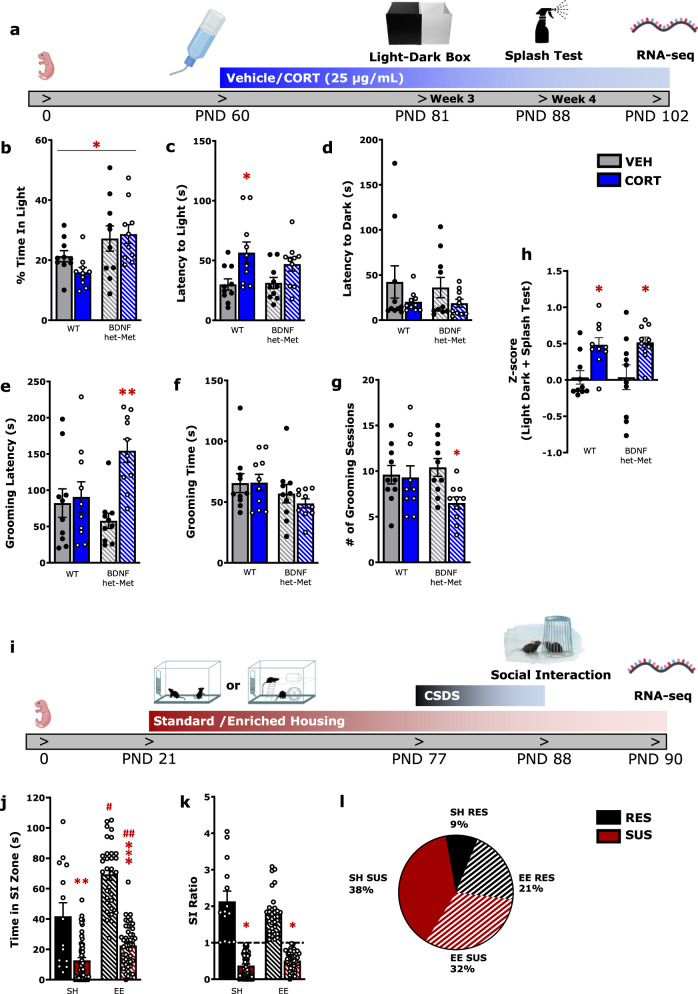
Measurements of emotional behavior in the CORT model and CSDS model show similar face validity in male mice. **a** Timeline for CORT treatment experiment. **b**–**d** Light–dark box test reveals increased anxiety-like behavior in mice treated with CORT. (2-way ANOVA, % Time in Light: genotype: *F* (1, 36) = 10.36, *p* < 0.01; Latency to Light: treatment: *F* (1, 36) = 11.47, *p* < 0.01). **e**–**g** Splash test reveals increased anxiety-like behavior in BDNF het-Met mice treated with CORT (2-way ANOVA, grooming latency: treatment × genotype: *F* (1, 36) = 6.523, *p* < 0.05; # of grooming sessions: treatment: *F*(1, 36) = 4.39, *p* < 0.05). **h** Complementary variables of behavior for both WT and BDNF het-Met were compiled to calculate a z-score, which show that CORT-treated mice displayed higher emotionality scores compared to vehicle-treated mice regardless of genotype (2-way ANOVA, treatment: *F* (1, 36) = 16.44, *p* < 0.001). **i** Timeline for CSDS treatment experiment. **j**, **k** The social interaction test reveals decreased anxiety-like behavior in RES mice. (2-way ANOVA, Time in SI Zone: interaction (susceptibility-by-housing) effect: *F* (1, 150) = 7.068, *p* < 0.01; SI Ratio: susceptibility effect: *F* (1, 150) = 243.2, *p* < 0.001). **l** Pie-chart depicting the proportion of mice raised in SH or EE and ranked RES or SUS after CSDS. The proportion of RES mice raised in EE (21%) was higher than the one of RES mice raised in SH (9%) (*p* < 0.05). Columns represent the mean ± S.E.M. of ten animals per group for the CORT model (**a**–**h**) and mean ± S.E.M. of 59 animals for SUS and 14 for RES in SH, as well as 49 animals for SUS and 32 for RES in EE (**j**, **k**). ^*/#^*p* < 0.05; **p < 0.01; ^***/##^*p* < 0.001. PND post-natal day, WT wild-type, BDNF het-Met heterozygous BDNF Val66Met, VEH vehicle, CORT corticosterone, CSDS chronic social defeat stress, SI social interaction, RES resilient, SUS susceptible, SH standard housing, and EE enriched environment.

### RNA-seq

After 6-week-CORT treatment, mice were killed by cervical dislocation. The vHPC was dissected, immediately flash frozen, and stored at −80 °C. The vHPC is enriched in glucocorticoid receptors, particularly in the dentate gyrus [38]. The ventral dentate gyrus was isolated at P90 from mice that underwent CSDS, and the tissues were rapidly removed, flash frozen, and stored at −80 °C. In CORT-treated mice, three biological replicates per experimental group were processed, with each replicate comprising of RNA pooled from two animals (see Supplementary Materials) for sequencing. One to seven replicates of RNA sample (not pooled) from each CSDS experimental group of animals were randomly selected for the RNA library preparation. Quality control was performed on the reads obtained from the core and reads with a score of <15 were discarded [39, 40]. The reads were then aligned to the GRCm38 genome using the STAR aligner [41] with Ensembl annotation [42] and quantified to the gene level using featureCounts [43]. The read counts were analyzed using the R/Bioconductor framework [44] (www.R-project.org).

### Sequencing analysis and statistics

Behavioral data were analyzed using GraphPad Prism (San Diego, CA, USA) by performing a two-way ANOVA followed by Newman–Keuls post hoc analysis for multiple comparisons. A *p* value < 0.05 was set for statistical significance. Z-score was used to compile complementary variables of behavior (see Supplementary Materials). Differentially expressed genes (DEGs) were obtained using the Limma–Voom package [45] (uncorrected *p* < 0.05, fold change > 1.3). Overlaps between the differential expression of two independent RNA-seq comparisons were analyzed with the “stratified” rank-rank hypergeometric overlap (RRHO) analysis [46]. The raw reads were independently processed through WGCNA, a systems biology analysis method for describing the correlation pattern among genes across samples [47]. Enrichment of DEGs within each WGCNA module was assessed through Fisher’s exact test corrected for multiple testing (Benjamini-Hochberg False Discovery Rate < 0.05) with fold change > 1.3. Gene ontology (GO) categories were manually curated from results of the Database for Annotation, Visualization and Integrated Discovery functional annotation cluster tool, where the top five pathways with higher enrichment score were selected using the gene sets generated from RRHO overlaps with concordant gene networks.

## Results

### Behavioral phenotyping of male mice under CORT treatment or CSDS combined with alternate housing

Previous reports show that low dose oral CORT does not induce significant body change compared to vehicle [24] (Supplementary Table 1). Similarly, 10 days of CSDS do not lead to body weight differences compared to unstressed mice [33, 48, 49], however SUS mice show increased body weight compared to RES mice [33] unless raised in EE [50]. The cohort of mice maintained on CORT treatment was assessed for anxiety- and depression-like behavior using the light–dark box test and the splash test, two behavioral paradigms used for the first time here in mice treated with chronic oral CORT. At day 21 of treatment, mice were tested in the light–dark box. WT mice, regardless of treatment, spent less time in the light box when compared to BDNF het-Met mice (Fig. 1b). In addition, CORT induced increased latency to enter the light box in WT mice but not in BDNF het-Met mice compared to their respective vehicle-treated mice (Fig. 1c). No differences were found in the latency to enter the dark box in either treatment or genotype (Fig. 1d). Mice were maintained on oral CORT, and 1 week later they were tested using the splash test, where reduced grooming meets face validity for increased depression-like behavior [51]. Here, CORT induced depression-like behavior, although this effect was limited to BDNF het-Met mice when testing grooming latency and the number of grooming sessions compared to their controls treated with vehicle (Fig. 1e, g). No differences were found in the time spent grooming across groups (Fig. 1f). Thus, WT and BDNF het-Met mice displayed specificity to either test for anxiety-like behavior and depression-like behavior, respectively. To increase the sensitivity and reliability of the behavioral measurements, we applied z-normalization across complementary variables scored in both tests [52]. The distribution of the z-scores showed a cumulative increased anxiety- and depression-like behavior in CORT-treated mice compared to vehicle-treated mice regardless of genotype (Fig. 1h).

A separate set of mice housed in either SH or EE underwent CSDS and was then assessed for social behavior using the social interaction (SI) test. SUS mice exhibited CSDS-induced reduction in time spent in the SI zone when the CD1 aggressor was present (Fig. 1j). Mice that scored an SI ratio greater than 1 were classified as RES, whereas mice scoring lower than 1 were classified as SUS to CSDS [33] (Fig. 1k). In both RES and SUS mice, EE induced increased time spent in the SI zone compared to mice raised in SH (Fig. 1j). The proportion of mice ranked as either SUS or RES considerably changed when mice were raised in SH or EE. Indeed, of the total cohort of mice, 21% were RES and raised in EE compared to only 9% of the cohort ranking RES after SH (Fig. 1l).

Together, these results indicate that chronic treatment with oral CORT or CSDS after alternate housing led to a distinct set of behavioral phenotypes that converged towards increased affective behavior, namely the light–dark box test and splash test for anxiety-like and depression-like behavior and SI test for impaired social behavior.

### Converging transcriptional responses of oral CORT and CSDS

We next investigated the genomic correlates of the behavioral phenotypes observed in CORT-treated mice and mice exposed to CSDS that were housed in either SH or EE and examined whether there were converging transcriptional responses. The behavioral findings favored the genomic focus in the vHPC, whose pharmacological modulation meets face validity for the behavioral paradigms reported in this study [6, 10, 53–56]. RNA-seq was used to identify transcriptional synchrony in DEGs across groups. 

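For CSDS, RNA was sequenced from punches of the ventral dentate gyrus of single male C57BL/6J mice that had been raised in SH or in EE and then either left unstressed as controls or exposed to CSDS and classified as RES or SUS by their SI ratio. The deposited tables used here hold 55 libraries from 54 mice, which comprise 10 control, 7 RES and 10 SUS mice raised in SH and 9 control, 9 RES and 9 SUS mice raised in EE. Replicate 9 of the EE control group was sequenced in 2 runs, whose counts were summed and counted as 1 mouse. The methods give 1 to 7 replicates for each CSDS group and do not name the mice, so every mapped mouse was included. According to the methods, the authors discarded reads of low quality and aligned the rest to GRCm38 with STAR. Each deposited table holds raw counts, without normalization, for 45318 genes identified by Ensembl numbers, and it has the layout of STAR gene counts, whereas the methods name featureCounts for quantification. The libraries had been made with a stranded kit, so the reverse-strand counts were analyzed, and forward-strand counts made up 3.51% to 4.13% of the stranded counts. The supplementary methods state a depth of about 30 M reads per sample, and the deposited libraries held between 32223034 and 49990637 read pairs with a median of 44765652, of which only the pairs counted on genes enter the values given here. The median total count per mouse was 21401924 in SH control mice (range 16760009 to 24067110), 21590797 in SH RES mice (18273321 to 23306953) and 21816710 in SH SUS mice (19651514 to 24061273). It was 21641502 in EE control mice (18733020 to 45872357, the highest being the mouse sequenced in 2 runs), 22632098 in EE RES mice (19137287 to 24426804) and 20336643 in EE SUS mice (18065586 to 23801480). Counts were normalized by the TMM method, and a gene was tested when edgeR's filterByExpr kept it, which left 17991 genes in the 35 defeated mice. SUS mice were compared with RES mice of the same housing in 1 model over the 4 defeated groups, because Supplementary Data 1 gives each gene a single F-test p-value for both housings. DEGs were called with limma-voom at the study's criterion, an unadjusted p below 0.05 and a fold change above 1.3, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was run beside it. The choices that could change the number of DEGs include the low-count filter, the strand of the counts, the test, sample quality weights and the terms and groups of the model. The libraries of CORT-treated mice were not analyzed here.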

CORT induced 220 DEGs in WT and 569 DEGs in BDNF het-Met mice compared to vehicle, with only 62 common DEGs across genotypes. CSDS-induced 273 and 238 DEGs between SUS mice compared to RES mice in animals raised in SH and EE, respectively, sharing only 15 common DEGs across housing conditions (Supplementary Data 1). 

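At the study's criterion, 200 genes differed between SUS and RES mice raised in SH, of which 120 were higher in SUS mice, and 185 genes differed in EE, of which 83 were higher in SUS mice. The lists for SH and EE had 12 genes in common. No gene passed an adjusted p of 0.05 in either housing by edgeR, limma or DESeq2. At an unadjusted p below 0.05 there were 933 genes by edgeR, 946 by limma and 883 by DESeq2 in SH, and 645, 623 and 599 in EE, where 899.6 are expected by chance among the genes tested. The smallest adjusted p from edgeR was 0.476 in SH and 0.999 in EE. In SH it belonged to Lag3 (chromosome 6, 124904361 to 124911705 of GRCm38), whose TMM-normalized level, scaled to library size (CPM), was 1.67 ± 0.192 CPM (SD, n = 7) in RES and 1.07 ± 0.245 CPM (SD, n = 10) in SUS mice, a log2 fold change of -0.63 (standard error 0.14). In EE the smallest unadjusted p belonged to Dcn (chromosome 10, 97479609 to 97518143), at 36.9 ± 16.6 CPM (SD, n = 9) in RES and 17.3 ± 6.03 CPM (SD, n = 9) in SUS mice, a log2 fold change of -1.08 (standard error 0.28, adjusted p = 0.999 from edgeR's quasi-likelihood test). Of the 273 DEGs that Supplementary Data 1 lists for SH, 220 have their identifier in the deposited tables and 106 were tested, and of these 104 changed in the same direction and 58 met the criterion here. Of its 238 DEGs for EE, 191 have their identifier in the tables and 120 were tested, of which 118 changed in the same direction and 67 met the criterion. Across these genes, which were selected on these mice and are not independent replicates, the log2 fold changes of the paper's list and those computed here had a Pearson's r of 0.940 in SH and 0.960 in EE. Without the low-count filter, 198 of the listed genes in SH and 179 in EE were tested, of which 176 and 165 changed in the same direction, with an r of 0.825 and 0.902. Supplementary Data 1 holds 14 identifiers in both CSDS sheets, and 4 of these genes were tested. Among them, Dennd2c was higher in SUS mice of both housings (log2 fold change 0.44 and 0.39), and Serpina3g was higher in SUS mice in SH and lower in EE (0.92 and -0.66, adjusted p = 0.927 and 0.999 from edgeR). The choice that moved the numbers most was the low-count filter, without which 32033 genes were tested and 859 genes in SH, 977 in EE and 58 in both met the criterion. Of these, 422 were higher and 437 lower in SUS mice in SH, and 608 were higher and 369 lower in EE. The more frequent direction thus changed in both housings without the filter.

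**Figure D1:**
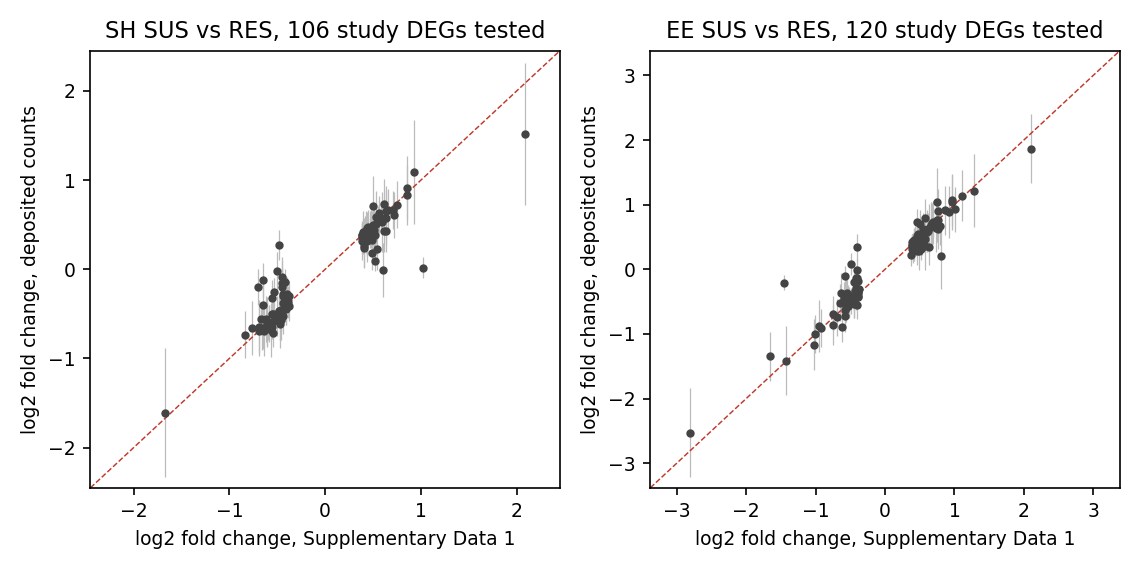
Log2 fold change between SUS and RES mice in Supplementary Data 1 (x axis) against the log2 fold change computed from the deposited counts (y axis), for the 106 SH and 120 EE DEGs of the paper that were tested. Bars show the standard error from limma-voom and the dashed line marks equal values; 104 and 118 genes have the same sign on both axes.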

The number of DEGs across comparisons indicated that CORT and CSDS-induced gene expression change in the vHPC as a function of genotype and housing.

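The difference of the SUS to RES effect between EE and SH was tested for each gene as an interaction. No gene passed an adjusted p of 0.05 for this difference by edgeR, limma or DESeq2, and 931, 942 and 890 genes, respectively, had an unadjusted p below 0.05. The 3 smallest p-values from edgeR belonged to Gm9105 (log2 difference -1.46, standard error 0.30), Phf20-ps (-1.33, standard error 0.29) and Gripap1 (-0.18, standard error 0.04), each with an adjusted p of 0.340 from edgeR's quasi-likelihood test. Gm9105 and Phf20-ps are annotated as processed pseudogenes, so that reads of their parent genes could have been counted on them. Of the 16 genes tested that the study names as hubs or DEGs, 1 passed when edgeR's p-values were adjusted over the list alone, Krt73 (log2 difference -0.76, standard error 0.24, adjusted p = 0.0425 from edgeR), and none passed by limma, where the smallest value was 0.0624. The study named Krt73 as a DEG of CORT-treated mice, but as a hub of a module built in part on the CSDS mice. The result for Krt73 is therefore not independent evidence. Across all 17991 genes, which are not independent replicates, the log2 fold changes in SH and EE had a Spearman's rho of -0.0567. From the numbers of DEGs in each comparison, the paper concludes that gene expression changed as a function of housing.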

Stratified RRHO test [46], a threshold-free approach that ranks genes by their *p* value and effect size direction, combined with GO was used to identify genes from a continuous gradient of significancy that were concordant across models and the biological pathways that corresponded to common DEGs of the highest rank between models. Significant overlaps were identified using the point of highest −log 10 (*p* value) from each quadrant as described in Plaiser et al. [57] (see  Supplementary Methods) with nonrelevant quadrants shaded in gray. We identified a robust overlap between genes downregulated in WT mice under CORT compared to vehicle-treated mice and downregulated in SUS mice compared to RES mice both raised in SH. 

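The CSDS side of the comparison with CORT can be followed with a score for each defeated mouse, made from the genes that Supplementary Data 1 lists for WT mice under CORT. The list gives log fold changes of vehicle minus CORT, a sign that matches the text for Spink8, Krt73 and Alox12b, and 161 of its 220 genes were tested in the CSDS libraries. Each gene's log2 CPM was converted to a z-score over the 35 defeated mice, and the score is the mean over the 68 genes higher under CORT minus the mean over the 93 genes lower under CORT. In SH the score was 0.0612 ± 0.224 (SD, n = 10) in SUS and -0.0471 ± 0.255 (SD, n = 7) in RES mice. The difference of 0.108 was within the spread of the mice (two-sided exact permutation test, p = 0.365; adjusted p = 0.679 over the 8 comparisons of 4 lists in 2 housings), and 1 of the 10 SUS mice scored above every RES mouse. The rank-rank overlap itself needs the CORT libraries and was not computed here.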

We also observed a significant overlap between upregulated genes in WT mice under CORT compared to vehicle and SUS mice compared to RES mice raised in SH (Fig. 2a). The same patterns of overlap, albeit smaller, were also observed when in the analysis WT mice were replaced with BDNF het-Met mice treated with CORT (Fig. 2b). 

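For BDNF het-Met mice, 486 of the 569 DEGs listed in Supplementary Data 1 were tested in the CSDS libraries, 97 of them higher and 389 lower under CORT when the signs are read as for the WT list. Under this reading Spink8, Krt73 and Adamts14 have the direction the text gives, but Tnnt1 and Chn2, which it calls upregulated under CORT in these mice, have the opposite one. The direction of every score of this list rests on the reading and would be inverted by the other. The score of this list was 0.0324 ± 0.211 (SD, n = 10) in SUS and -0.0743 ± 0.252 (SD, n = 7) in RES mice raised in SH. The difference of 0.107 did not exceed the spread between mice (two-sided exact permutation test, p = 0.355; adjusted p = 0.679).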

We also found a significant overlap in DEGs upregulated in WT mice under vehicle and SUS mice raised in EE, compared to CORT and RES mice, respectively (Fig. 2c). This same pattern of overlap was observed in BDNF het-Met mice treated with vehicle (Fig. 2d). 

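In mice raised in EE, the WT CORT list scored -0.0297 ± 0.224 (SD, n = 9) in SUS and -0.00166 ± 0.182 (SD, n = 9) in RES mice, a difference of -0.0280 (two-sided exact permutation test, p = 0.778). Its sign depended on single mice, since it became 0.0145 without EE RES mouse 6, 0.00178 without EE RES mouse 8 and 0.0269 without EE SUS mouse 6, and it was 0.0110 with unstranded counts. The BDNF het-Met CORT list scored -0.0589 ± 0.292 (SD, n = 9) in SUS and 0.0806 ± 0.253 (SD, n = 9) in RES mice, a difference of -0.139 (two-sided exact permutation test, p = 0.299; adjusted p = 0.679). For both lists the lower score of SUS mice, in the direction of vehicle-treated mice, lay within the spread of the mice.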

DEGs from each overlap were grouped according to their GO, which showed two main macro-networks of genes that converged in discrete comparisons (Supplementary Table 2). 

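Genes of oxygen transport include those of the haemoglobin chains, which are near-identical copies in pairs, so that the counts of each copy are uncertain. Hbb-bs (chromosome 7, 103826534 to 103828096 of GRCm38) was at 132 ± 60.6 CPM (SD, n = 10) in SUS, 100.4 ± 33.8 CPM (SD, n = 7) in RES and 47.5 ± 11.5 CPM (SD, n = 10) in unstressed control mice raised in SH. Hba-a1 (chromosome 11, 32283511 to 32284465) was at 41.4 ± 21.4 CPM in SUS, 29.0 ± 9.16 CPM in RES and 15.2 ± 5.11 CPM in control mice of the same groups. Between SUS and RES mice the log2 fold change was 0.39 (standard error 0.29) for Hbb-bs and 0.51 (standard error 0.33) for Hba-a1, each with an adjusted p of 0.934 from edgeR's quasi-likelihood test. A mean z-score of Hba-a1, Hba-a2, Hbb-bs, Hbb-bt and Alas2, the last of which encodes an enzyme of haem synthesis in red cell precursors, was 0.381 ± 1.15 (SD, n = 10) in SUS and -0.0156 ± 0.647 (SD, n = 7) in RES mice. This difference of 0.396 was within the spread between mice (two-sided exact permutation test, p = 0.425; adjusted p = 0.865 over 20 comparisons of 10 marker lists), and 4 of the 10 SUS mice were above every RES mouse.

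**Figure D2:**
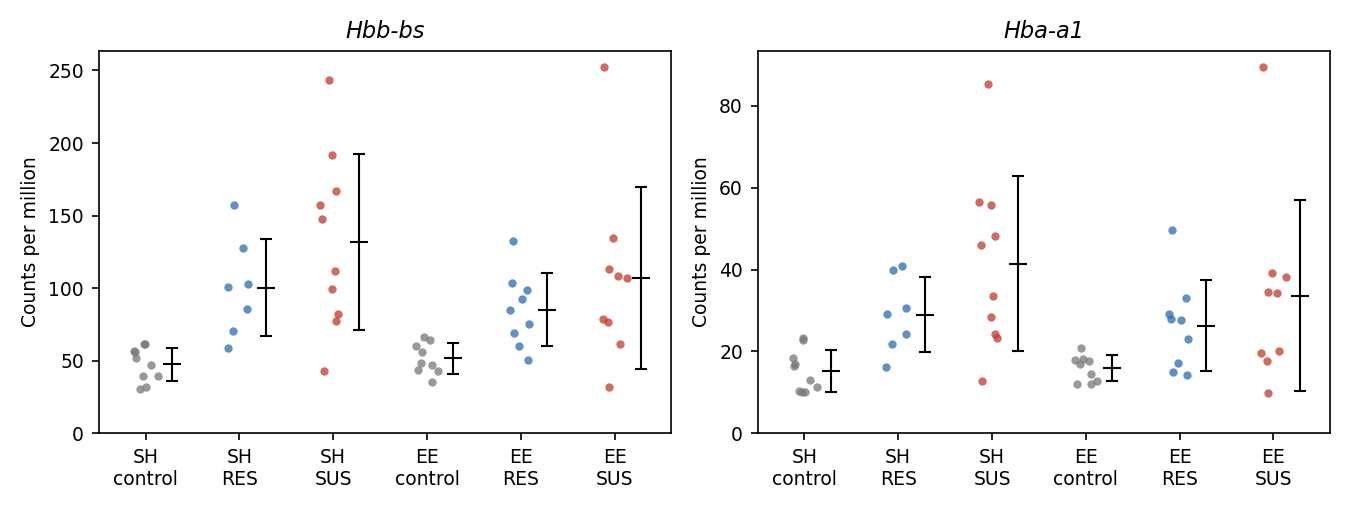
TMM-normalized CPM of Hbb-bs and Hba-a1 in each of the 54 mice, by housing and phenotype. Points are mice and the black marks give the mean and SD. RES and SUS mice overlap in each housing, and the control means of 47.5 and 15.2 CPM in SH lie below those of the defeated groups.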

The network induced in SUS mice raised in SH and mice treated with CORT of both genotypes was implicated in the regulation of neurotransmission, cytoskeleton function, and brain vascularization, especially regarding oxygen transport and iron binding (Supplementary Table 2; Supplementary Data 2). Specifically, CORT-treated WT and BDNF het-Met mice shared 165 genes with SUS mice raised in SH (Fig. 2g; Supplementary Data 2). In the network that included genes concordant in RES mice raised in SH and vehicle-treated mice of both genotypes, GO terms mainly referred to the immune response, the Wnt/PI3K pathway activation, or coded for growth factors (Supplementary Table 2; Supplementary Data 2). Curiously, about 40% of DEGs with these same functions were also expressed in SUS mice raised in EE and vehicle-treated mice regardless of genotype (Supplementary Data 2). Thus, SUS mice raised in EE expressed a novel set of genes that shifted the overlap away from CORT-treated mice. We identified 87 genes that were common in RES mice raised in SH and SUS mice raised in EE and that also matched with vehicle-treated mice regardless of genotype (Fig. 2f; Supplementary Data 2). A different set of genes that was also involved in neurotransmission, cytoskeleton function, and brain vascularization was common to BDNF het-Met mice under vehicle and SUS mice raised in SH, suggesting that, as opposed to WT, the BDNF Met variant alone moved the DEGs convergence towards SUS mice raised in SH.

**Fig. 2:**
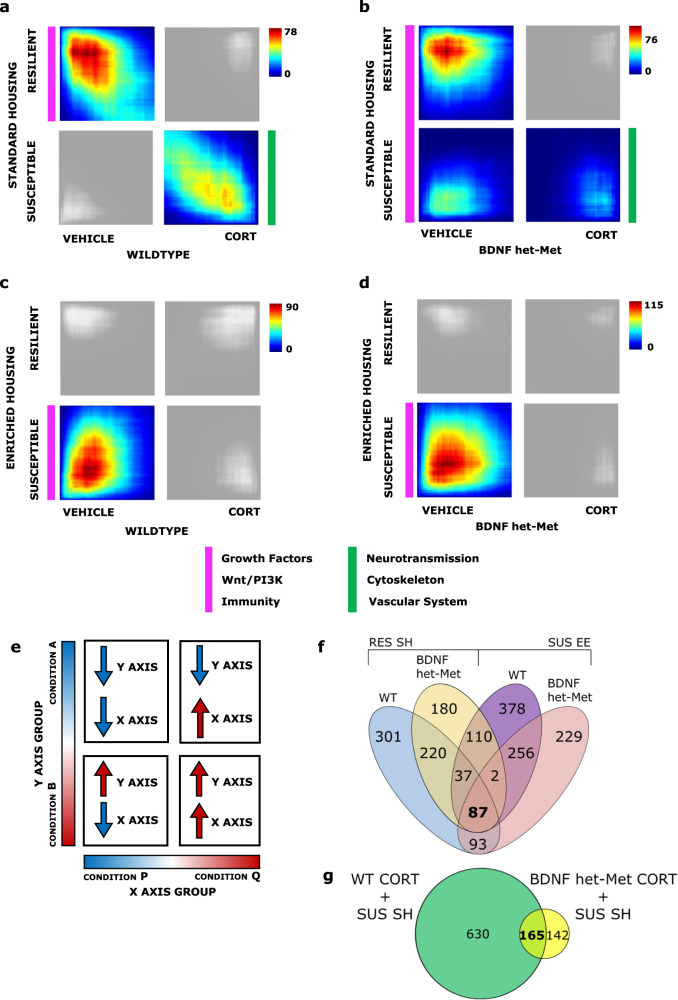
Genomic signatures parallels vulnerability to stress across models and is modulated by housing condition or genotype. **a**–**d** Each RRHO contained 17,122 DEGs across the four quadrants. Pixels represent the overlap between the transcriptome of each comparison as noted, with the significance of overlap [−log 10 (*p* value) of a hypergeometric test] color coded. Quadrants that were not significant to the analysis are shaded in gray. **a** Comparison of SUS versus RES DEGs in SH with vehicle versus CORT DEGs in WT (max −log 10 (*p* value) = 78); RES and vehicle: 738 DEGs; SUS and CORT: 795 DEGs. **b** Comparison of SUS versus RES DEGs in SH with vehicle versus CORT DEGs in BDNF het-Met (max −log 10 (*p* value) = 76); RES and vehicle: 636 DEGs; SUS and vehicle 522; SUS and CORT: 307 DEGs. **c** Comparison of SUS versus RES DEGs in EE with vehicle versus CORT DEGs in WT (max −log 10 (*p* value) = 90); SUS and vehicle: 667 DEGs. **d** Comparison of SUS versus RES DEGs in EE with vehicle versus CORT DEGs in BDNF het-Met (max −log 10 (*p* value) = 115); SUS and vehicle: 870 DEGs. Parallel colored markers indicate macro modules with converging GO terms across quadrants. **e** Representative image of the following threshold-free rank-rank hypergeometric overlap comparisons of DEGs. The direction of regulation in each quadrant that corresponds to each variable on each axis is described with an up or down arrow. The upper left quadrant designates co-downregulated genes, lower right quadrant designates co-upregulated genes, and the lower left and upper right quadrants include oppositely regulated genes (up-down and down-up, respectively). Genes along each axis are listed from greatest to least significantly regulated from the outer to middle corners. Genes are listed in Supplementary Table 1. Venn diagrams showed the common genes between experimental groups of the RRHO quadrants depicted in Fig. 2 corresponding to the point of highest overlap of each quadrant as described in Plaiser et al. [57] (see Supplementary Methods). **f** RES mice in SH and either WT mice (blue) or BDNF het-Met mice under vehicle (yellow), and between SUS in EE and either WT mice (purple) or BDNF het-Met mice under vehicle (coral), with 87 genes (Supplementary Data 2) shared across all comparisons (salmon); **g** SUS mice in SH and either WT (green) or BDNF het-Met mice (yellow) under CORT, with 165 (Supplementary Data 2) shared across both comparisons (lime). RRHO rank-rank hypergeometric overlap, DEG differentially expressed gene, WT wild-type, BDNF het-Met heterozygous BDNF Val66Met, CORT corticosterone, SI social interaction, RES resilient, SUS susceptible, SH standard housing, EE enriched environment, and GO gene ontology.

Together, we showed that CSDS in SUS mice raised in SH induced gene networks common to mice treated with CORT, but EE in SUS mice dramatically reduced this similarity.

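The change of the CORT list scores with housing was tested by permuting the phenotype labels within each housing (100000 resamples, two-sided). From SH to EE, the difference between SUS and RES mice moved by -0.136 for the WT CORT list (permutation test, p = 0.368; adjusted p = 0.490 over the 4 lists) and by -0.246 for the BDNF het-Met CORT list (p = 0.153; adjusted p = 0.307). With both lists read as vehicle minus CORT, these changes point away from CORT-treated mice, and neither exceeded what permuted labels gave. The paper found the overlap of SUS mice raised in EE to be with vehicle-treated mice, and from this shift it concludes that EE reduced the similarity between SUS and CORT-treated mice. Its overlap ranks genes without a threshold, whereas the scores use only the listed CORT DEGs. Those come from whole ventral hippocampus and were scored in dentate gyrus punches. The scores are therefore an indirect measure and do not test the overlap itself.

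**Figure D3:**
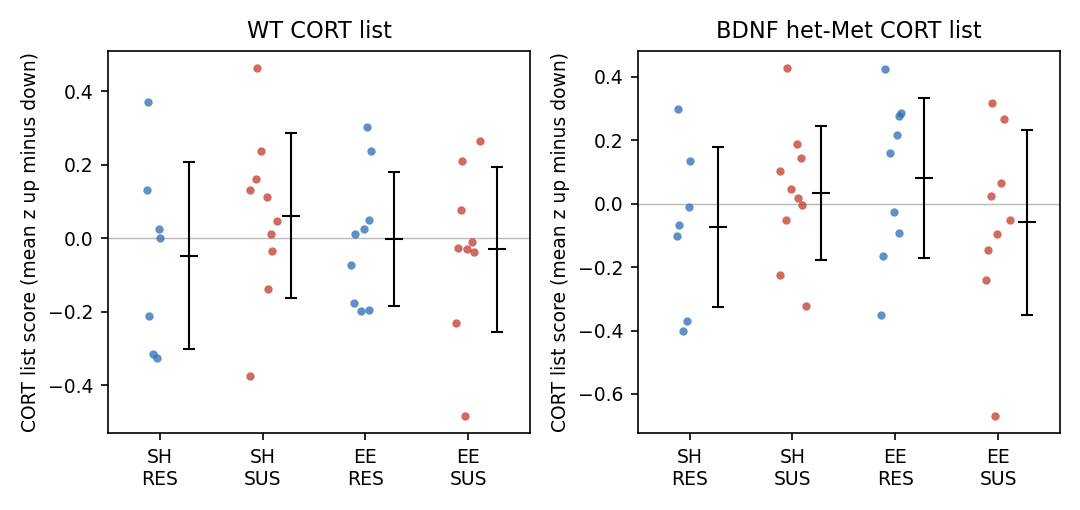
Score of the WT CORT list and of the BDNF het-Met CORT list in each defeated mouse (mean z-score of the genes higher under CORT minus that of the genes lower under CORT), by housing and phenotype. Points are mice and the black marks give the mean and SD; SUS and RES mice overlap in both housings.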

### Selection of multimodel gene networks based on co-expression analysis

Moving from the RRHOs predictions, we sought to investigate whether the gene network converging groups met significancy for gene co-expression. Gene co-expression analysis is useful in identifying transcriptional alterations in genetically complex disorders, where the phenotype is a consequence of numerous small genomic alterations rather than from isolated single-gene effects [58]. Using weighted gene co-expression analysis (WGCNA), we constructed a consensus gene co-expression network and identified 54 gene modules that differ in topological overlap, each of which included a unique network of interconnected gene hubs (Fig. 3) based on hierarchal clustering and network preservation (Supplementary Fig. 1) [23]. Each module was assigned an arbitrary color, and we found that the *cyan* and *yellow* module were the only two modules that showed enrichment of DEGs across the combination of all experimental groups (Fig. 3b). 

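Supplementary Data 3 gives the genes of the cyan and yellow modules only, so the other modules were not tested here. Enrichment was computed with a one-sided Fisher's exact test against the 14378 protein-coding genes tested, among which 40 genes were higher and 36 lower in SUS mice raised in SH at the study's criterion, and 62 were higher and 48 lower in SUS mice raised in EE. The cyan module had 292 genes in this background and held 6 of the 40 genes higher in SUS mice in SH (odds ratio 8.67, p = 0.000143; adjusted p = 0.00114 over 8 comparisons) and none of the other 3 sets. The yellow module had 443 genes and held 7 of the 62 genes higher in SUS mice in EE (odds ratio 4.05, p = 0.00287; adjusted p = 0.0115), 2 of the 40 higher in SUS mice in SH (odds ratio 1.66, p = 0.350), and 1 gene of each set higher in RES mice. The modules had been built in part on these mice, so the enrichment is not independent of them. Fisher's test also treats genes as independent, although module genes vary together across mice. With SUS and RES labels shuffled within housing, 2 of 100 splits gave a cyan odds ratio as large in SH. For yellow in EE it was 18 of 100, the real split included in each count. These splits do not repeat the paper's choice of modules, so chance is excluded for neither. Against all genes tested, the choice that lowered the cyan odds ratio most, it was 3.24 in SH (p = 0.0136) and did not pass 0.05 after adjustment (adjusted p = 0.0544 over 8 comparisons), and that of yellow in EE was 3.69 (p = 0.00435; adjusted p = 0.0348).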

The *cyan* module included upregulated DEGs of mice under CORT of both genotypes and SUS mice raised in SH, compared to vehicle-treated mice and RES mice, respectively. 

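Of the 322 cyan genes, 292 were tested, and 265 of these (90.8%) had a higher mean in SUS than in RES mice raised in SH, with a median log2 fold change of 0.08, against 123 (42.1%) in EE, with a median of -0.01. The mean z-score of the module was 0.0132 ± 0.590 (SD, n = 10) in SUS and -0.540 ± 0.369 (SD, n = 7) in RES mice in SH, and 6 of the 10 SUS mice scored above every RES mouse. The difference of 0.553 had p = 0.0455 in a two-sided exact permutation test and an adjusted p of 0.364 over the 8 comparisons of 4 lists in 2 housings. In EE the score was 0.156 ± 0.439 (SD, n = 9) in SUS and 0.250 ± 0.590 (SD, n = 9) in RES mice, a difference of -0.0941 (exact permutation test, p = 0.704). The effect in EE minus that in SH was -0.648 (permutation test, p = 0.0792; adjusted p = 0.307). Leaving out any of 10 of the 17 SH mice took the p in SH above 0.05, most of all RES mouse 1, without which the difference was 0.438 (exact permutation test, p = 0.116), and regressing out scores of choroid plexus and thalamus marker genes left 0.318 (exact permutation test, p = 0.108). The difference in EE was then -0.295, and that between housings became -0.613 (permutation test, p = 0.0164). The choroid plexus score includes 2 cyan genes, so the module was regressed in part on its own genes. With scores of CA1 and CA3 marker genes regressed out, the difference in SH was 0.260 (exact permutation test, p = 0.0399). Single cyan genes with an unadjusted p below 0.05 from edgeR numbered 52 in SH and 9 in EE, and none passed when the p-values were adjusted over the list alone (smallest 0.0597 in SH and 0.749 in EE) or over all genes. Across the 35 mice the score rose with 7 CA3 pyramidal cell marker genes outside the module, with a Pearson's r of 0.873 and a Spearman's rho of 0.824 (permutation p = 1e-05 for each, the smallest 100000 resamples can give; adjusted p = 3.8e-05 over 19 relations), and r was 0.819 without the 2 mice farthest from the median. The module also holds Hba-a1, Hba-a2 and the choroid plexus markers Ttr and Cldn2. From the enrichment in the up-regulated genes, the paper concludes that SUS mice raised in SH share this module with CORT-treated mice.

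**Figure D4:**
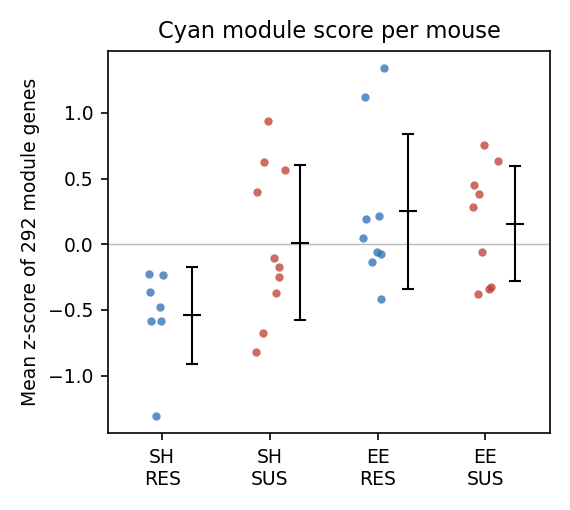
Mean z-score of the 292 cyan module genes in each defeated mouse, by housing and phenotype. Points are mice and the black marks give the mean and SD. In SH, 6 of 10 SUS mice lie above every RES mouse, and in EE the groups overlap.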

The *yellow* module included DEGs that were upregulated in BDNF het-Met mice under vehicle and SUS mice in EE, compared to mice under CORT and RES mice, respectively. This pattern of enrichment was consistent with the overlaps observed in the RRHO analysis (Fig. 2a, b, d). Also, the *cyan* module included groups that showed increased affective behavior (Fig. 1b, c, e, g, h, j, k), while the *yellow* module included groups that exhibited decreased affective behavior (Fig. 1e, g, h, j–l), with gene hubs that were exclusive to either module.

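For yellow, 443 of the 480 module genes were tested, and 287 of them (64.8%) had a higher mean in SUS than in RES mice raised in EE, close to the 276 genes (62.3%) in SH. The module scored 0.289 ± 0.505 (SD, n = 9) in SUS and 0.110 ± 0.429 (SD, n = 9) in RES mice in EE, a difference of 0.179 that lay within the spread of the mice (two-sided exact permutation test, p = 0.424; adjusted p = 0.679), with none of the 9 SUS mice above every RES mouse. In SH the score was -0.176 ± 0.448 (SD, n = 10) in SUS and -0.263 ± 0.249 (SD, n = 7) in RES mice, a difference of 0.0865 (exact permutation test, p = 0.675). Between EE and SH these differences were 0.0923 apart (permutation test, p = 0.752). By edgeR, 26 yellow genes in EE and 13 in SH had an unadjusted p below 0.05, and none passed adjustment over the list alone (smallest 0.600 in EE and 0.981 in SH). The score followed 8 thalamus marker genes outside the module across the 35 mice, with a Pearson's r of 0.841, a Spearman's rho of 0.762 (permutation p = 1e-05 for each; adjusted p = 3.8e-05) and an r of 0.807 without the 2 mice farthest from the median. With the score of these thalamus genes regressed out, the difference in EE changed sign to -0.151 (exact permutation test, p = 0.203). Among these genes, Tcf7l2, Gbx2, Lef1, Synpo2 and Zic1 are in the paper's own list of DEGs higher in SUS mice raised in EE. Regressing them out can remove the contrast itself, so the change of sign does not tell its source.

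**Figure D5:**
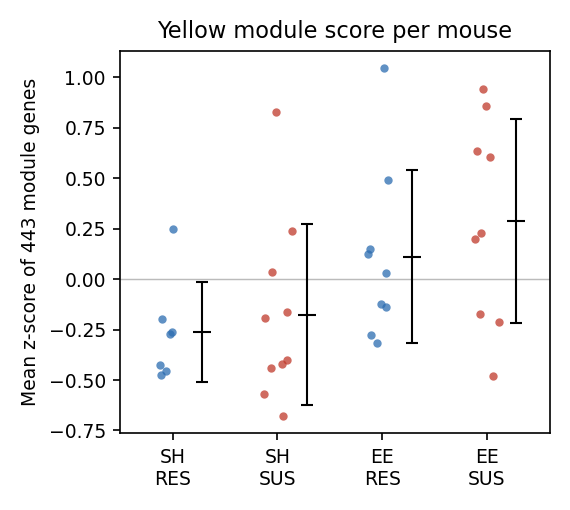
Mean z-score of the 443 yellow module genes in each defeated mouse, by housing and phenotype. Points are mice and the black marks give the mean and SD; SUS and RES mice overlap in both housings.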

**Fig. 3:**
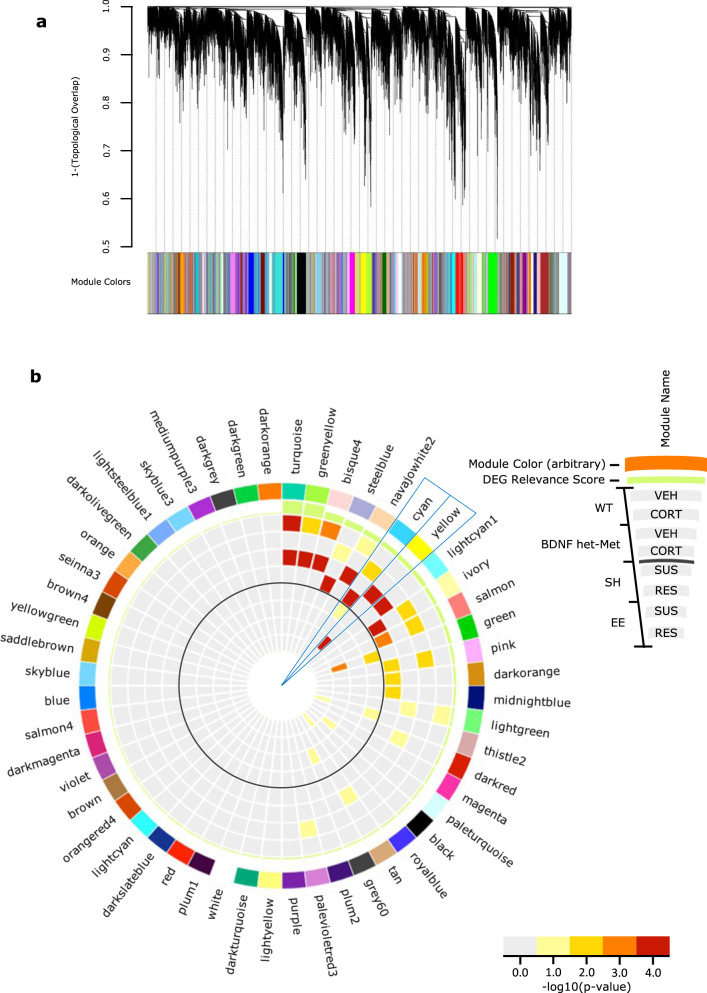
Identification of shared-model co-expression networks and key modules. **a** Consensus co-expression network analysis identified 54 coexpressed modules in both the CORT and CSDS experiments via hierarchal gene clustering on TOM-based dissimilarity and branch cutting using the top-down dynamic tree cut method. Each module is assigned a unique color identifier along the bottom of the dendrogram. Dendrograms demonstrate average linkage hierarchical clustering of genes based on the calculated topological overlap values. **b** Circos plot showing module name (ring 1), color (ring 2), a differential expression relevance score; calculated from the average enrichment of DEGs across all groups, with increasing bar height indicating increased average total enrichment (ring 3). Bar color indicates the significance for genes upregulated for each condition (vehicle compared to CORT, CORT compared to vehicle, SUS compared to RES, and RES compared to SUS) with warmer colors signifying increasing −log 10 (*p* value). The solid gray circle indicates the separation between the DEGs of the model of oral CORT in the outer shell and the DEGs of the model of differential housing before CSDS in the inner shell. The *cyan* and *yellow* modules are indicated as they have higher DEG average relevance, along with significant enrichment between models. WT VEH up (ring 4), WT CORT up (ring 5), BDNF het-Met VEH up (ring 6), BDNF het-Met CORT up (ring 7), SH SUS up (ring 8), SH RES up (ring 9), EE SUS up (ring 10), and EE RES up (ring 11). CORT corticosterone, CSDS chronic social defeat stress, TOM topological overlap matrix, DEG differentially expressed gene, WT wild-type, BDNF het-Met heterozygous BDNF Val66Met, VEH vehicle, RES resilient, SUS susceptible, SH standard housing, and EE enriched environment.

### Analyzing the intramodular network structure and function of key modules

To identify drivers of the target modules, we reconstructed the network of genes within each module based on their co-expression-based interconnectivity and then identified “hub genes” (Fig. 4a, b). Hub genes are highly connected genes within a module that are expected to control the expression of other module members. 

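Wdr7 (chromosome 18, 63708685 to 63989776 of GRCm38), Camsap2 (chromosome 1, 136268123 to 136346104) and Dnajc6 (chromosome 4, 101496648 to 101642799) were each correlated with the first principal component of the other 296 cyan genes that were tested in the 54 CSDS mice. Pearson's r was 0.777 for Wdr7, 0.784 for Camsap2 and 0.899 for Dnajc6, and Spearman's rho was 0.647, 0.712 and 0.874 (permutation p = 1e-05 for each; adjusted p = 1.2e-05 over 12 relations). Without the 2 mice farthest from the median, r was 0.71, 0.745 and 0.877. The paper chose these hubs from a network built in part on the CSDS mice, so their correlation with the module is not independent evidence. Ranked by this correlation among the 297 genes, they were in places 55, 51 and 11, a ranking other than the connectivity score of the paper, which was computed on both models. Their levels differed little between SUS and RES mice in SH, with log2 fold changes of 0.06 (standard error 0.05), 0.03 (standard error 0.04) and 0.08 (standard error 0.05) and adjusted p-values of 0.934, 0.941 and 0.933 from edgeR.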

The three highest connected hub genes in the *cyan* module included *Wdr7*, *Camsap2*, and *Dnajc6* (Supplementary Data 3). *Cyan* hub genes that were differentially expressed and shared across groups were *Spink8* and *Krt73*, upregulated in both WT and BDNF het-Met mice under CORT, *Alox12b*, upregulated in both WT mice under CORT and SUS mice raised in SH, and *Adamts14*, upregulated in both BDNF het-Met mice under CORT and SUS mice raised in SH (Supplementary Table 3; Supplementary Data 3). 

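Adamts14 (chromosome 10, 61197112 to 61273438 of GRCm38) was at 1.46 ± 0.293 CPM (SD, n = 10) in SUS and 0.925 ± 0.242 CPM (SD, n = 7) in RES mice raised in SH, with 8 of the 10 SUS mice above every RES mouse. The log2 fold change was 0.65 (standard error 0.20, adjusted p = 0.927 over all genes from edgeR's quasi-likelihood test), and the gene met the study's criterion with any single mouse left out, when it ranged from 0.55 to 0.75 by limma. Tested alone on log2 CPM, the difference was 0.63 (two-sided exact permutation test, p = 0.000720; adjusted p = 0.0230 over the 32 tests of 16 named genes in 2 housings). Alox12b (chromosome 11, 69156989 to 69169792) was at 4.11 ± 1.16 CPM in SUS and 3.01 ± 0.981 CPM in RES mice in SH, a log2 fold change of 0.45 (standard error 0.18, adjusted p = 0.927 from edgeR), with 5 of the 10 SUS mice above every RES mouse. Its difference in log2 CPM was 0.46 (exact permutation test, p = 0.0611; adjusted p = 0.414), and it no longer met the study's criterion without SH RES mouse 5, when the limma log2 fold change was 0.31. In EE, Adamts14 was at 1.37 ± 0.392 CPM (SD, n = 9) in SUS and 1.45 ± 0.503 CPM (SD, n = 9) in RES mice, and Alox12b at 4.05 ± 0.704 and 4.65 ± 0.964 CPM, so that neither was higher in SUS mice there. The change of the effect from SH to EE was -0.74 (standard error 0.27) for Adamts14 and -0.65 (standard error 0.24) for Alox12b, each with an adjusted p of 0.950 from edgeR. Krt73 (chromosome 15, 101793308 to 101802346), which the paper names for CORT, was also higher in SUS mice in SH, at 3.01 ± 0.623 against 2.11 ± 0.503 CPM, a log2 CPM difference of 0.50 (exact permutation test, p = 0.00807; adjusted p = 0.129), and RES mouse 1 carried part of it, as the limma value was 0.52 with and 0.38 without that mouse. Spink8 (chromosome 9, 109812280 to 109826633), which is also a marker of CA1 pyramidal cells, varied more between mice, at 3.30 ± 2.08 CPM in SUS and 1.87 ± 1.30 CPM in RES mice (exact permutation test on log2 CPM, p = 0.108; adjusted p = 0.414). With edgeR's p-values adjusted over the 16 named genes alone, 2 passed in SH and none in EE, against 1 and none by limma. The study named some of these genes, such as Adamts14 and Alox12b, as DEGs of the same mice. Others, such as Krt73 and Spink8, it named as DEGs of CORT-treated mice, but in a module built in part on the CSDS mice. The genes that passed are therefore not independent evidence.

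**Figure D6:**
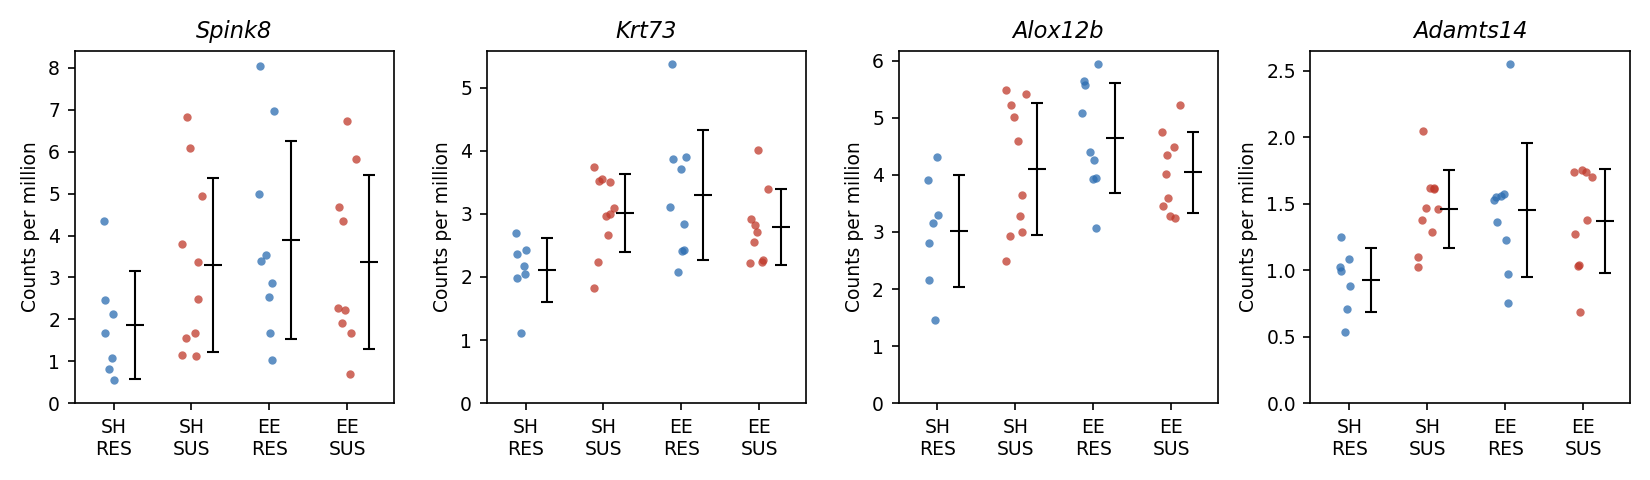
TMM-normalized CPM of the 4 cyan genes in each defeated mouse, by housing and phenotype. Points are mice and the black marks give the mean and SD. For Adamts14 in SH, 8 of 10 SUS mice lie above every RES mouse, and in EE the groups overlap for each gene.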

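For the yellow module, Arap2 (chromosome 5, 62602445 to 62766159 of GRCm38), Vwc2 (chromosome 11, 11114223 to 11268931) and Cpne9 (chromosome 6, 113282307 to 113305627) were correlated in the same way with the first principal component of the other 448 yellow genes tested in the 54 mice. Pearson's r was 0.638 for Arap2, 0.822 for Vwc2 and 0.503 for Cpne9, with Spearman's rho of 0.570, 0.787 and 0.405 (permutation p = 1e-05, 1e-05 and 0.00014 for r). Leaving out the 2 mice farthest from the median gave an r of 0.600, 0.792 and 0.418. As for cyan, these hubs were chosen from a network built in part on the CSDS mice, so this is not independent evidence. By the correlation in the 54 mice they took places 91, 29 and 148 among the 449 genes. In the 35 defeated mice alone, r was 0.688, 0.862 and 0.699. Their places there were 92, 32 and 87 among 443 genes. Between SUS and RES mice in EE, the log2 fold changes were 0.04 (standard error 0.06), 0.22 (standard error 0.14) and 0.14 (standard error 0.10), each with an adjusted p of 0.999 from edgeR.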

The three highest connected hub genes in the *yellow* module included *Arap2*, *Vwc2*, and *Cpne9* (Supplementary Data 3). 

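Usp43 (chromosome 11, 67854523 to 67922153 of GRCm38) had only 478 counts in the 35 defeated libraries together, at 0.852 ± 0.587 CPM (SD, n = 9) in SUS and 0.565 ± 0.297 CPM (SD, n = 9) in RES mice raised in EE. The limma log2 fold change was 0.63 with a standard error of 0.36, and the edgeR value was 0.59 (standard error 0.33, adjusted p = 0.999). On log2 CPM the difference was 0.53 (two-sided exact permutation test, p = 0.159; adjusted p = 0.414), with 2 of the 9 SUS mice above every RES mouse. SUS mouse 8 had the highest level, 2.33 CPM. With single mice left out, the limma log2 fold change ranged from 0.35 without EE RES mouse 7 to 0.76 without EE RES mouse 2, and the gene met the study's criterion only in the latter case.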

In the *yellow* module, *Usp43* was the only gene differentially expressed in both BDNF het-Met mice under vehicle and SUS in EE (Supplementary Table 3; Data 3). Other *yellow* hub genes that were differentially expressed and showed high connectivity score included *Plcβ4*, upregulated in SUS mice raised in EE, and *Tnnt1* and *Chn2*, upregulated in BDNF het-Met mice under CORT (Supplementary Table 3). Together, the hub genes showed that there existed key drivers exclusive to either the *yellow* or the *cyan* module in groups showing decreased or increased affective behavior, respectively.

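Plcb4 (chromosome 2, 135659011 to 136014593 of GRCm38), written Plcβ4 in the text, was at 58.1 ± 24.3 CPM (SD, n = 9) in SUS and 42.8 ± 20.3 CPM (SD, n = 9) in RES mice raised in EE. The log2 fold change was 0.44 (standard error 0.24, adjusted p = 0.999 from edgeR), and 1 of the 9 SUS mice was above every RES mouse, a difference in log2 CPM within the spread of the mice (two-sided exact permutation test, p = 0.145; adjusted p = 0.414). By limma the log2 fold change was 0.43 (standard error 0.23). It ranged from 0.33 to 0.58 with single mice left out, and the gene met the study's criterion when EE RES mouse 6 (0.58) or 8 (0.50) or EE SUS mouse 3 (0.51), 7 (0.53) or 9 (0.53) was left out. In SH the levels were 38.3 ± 15.7 CPM (SD, n = 10) in SUS and 33.5 ± 10.7 CPM (SD, n = 7) in RES mice. Tnnt1 and Chn2 were assigned by the paper to other mice, and Plcb4 and Tnnt1 are also among the 16 genes of the thalamus marker list.

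**Figure D7:**
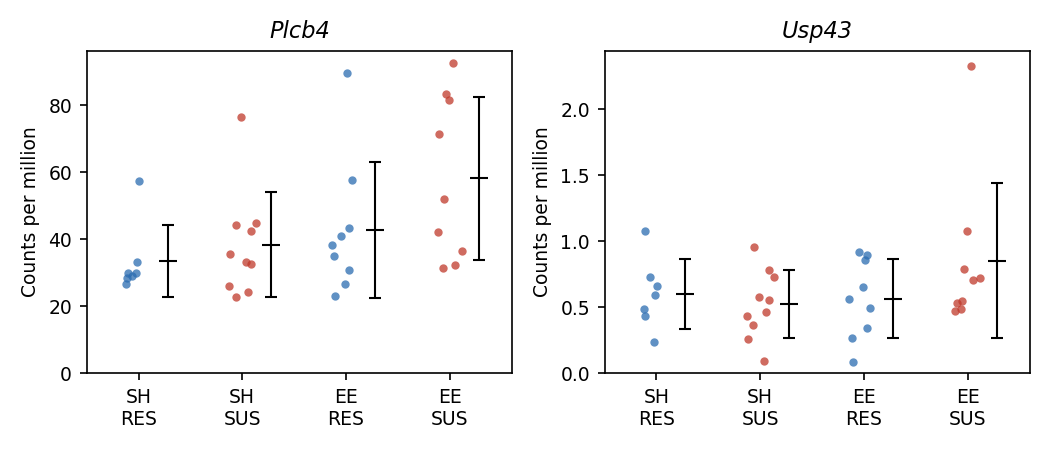
TMM-normalized CPM of Plcb4 and Usp43 in each defeated mouse, by housing and phenotype. Points are mice and the black marks give the mean and SD. In EE the SUS mean of Plcb4 is 58.1 CPM against 42.8 CPM in RES mice, with overlapping groups.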

**Fig. 4:**
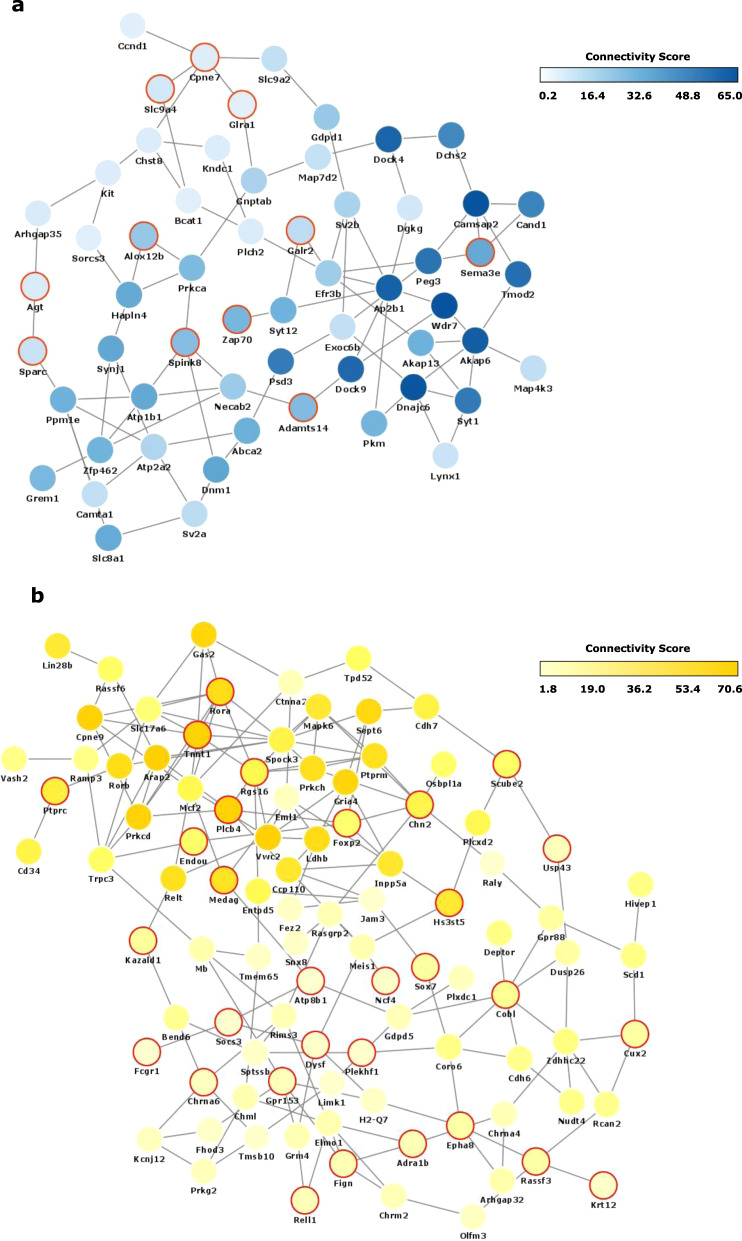
Co-expression networks of *Yellow* and *Cyan* modules. **a** Network plot of hub genes within the *cyan* module. **b** Network plot of hub genes within the *yellow* module. Most significant nodes were selected from the most connected genes >1 standard deviation from the average (μ + σ) when organized by decreasing kME score. Node color is proportional to the node’s level of connectivity within the hub. Red outline indicates a differentially expressed gene.

## Discussion

We investigated functional gene networks in animal models of stress with different construct validity, i.e., distinct stressors, by conducting co-expression analysis of DEGs. Unique hub genes and co-expression networks were exclusive to mice exhibiting either behavioral susceptibility or resilience to stress.

CORT induced increased affective behavior in both WT and BDNF het-Met male mice, indicating that both genotypes showed behavioral susceptibility to CORT as others have also reported [25, 59, 60]. These findings were validated by compiling complementary behavioral variables that meet converging face validity [61, 62], a translational application that recapitulates illness definition (i.e., a syndrome as a collection of variable symptoms) by incorporating converging variables of symptoms, especially in affective disorders [52]. Anxiety- and depression-like behavior were studied here for the first time in oral CORT-treated mice using classical paradigms such as the light–dark box test or the splash test, which do not entail prior stressors. Behavioral susceptibility to CSDS [63] varied significantly whether mice were raised in SH or EE and was consistent with findings showing that EE reduces emotional lability [64] even when experienced prior to stress [65]. The SI test analyzes a unique trait of depression-like behavior and shows pharmacological validity for stress-related disorders [66].

To determine whether there existed converging gene networks in the brain that drove the observed stress-related phenotypes, we focused on the vHPC, a brain region whose pharmacological and anatomical manipulation has been shown to induce effects in the same behavioral tests used in this study [10, 53–56]. Also, CORT treatment and environmental enrichment have been associated with selective changes in neurogenesis [67] and gene expression [5] in the vHPC. Others have reported stress-induced gene expression differences across distinct brain regions, such as the nucleus accumbens or the medial prefrontal cortex, especially after CSDS [3, 68, 69]. It remains to investigate whether other brain regions would also show converging genomic signatures across the paradigms reported here. Interestingly, when comparing our dataset with studies using different stressors, such as CSDS [70] and unpredictable chronic mild stress [71], we found that some DEGs were also differentially regulated across other models and brain regions, including the hippocampus, amygdala, prefrontal cortex, and nucleus accumbens (Supplementary Table 4). Cross-model, cross-tissue genomic commonalities shows that several hub genes observed in mice treated with CORT or raised in EE or SH prior exposure to CSDS have validity beyond the stressors used in this study.

By referencing novel RNA-seq data from the vHPC, we used RRHO combined with GO to depict the multimodel trends of transcriptional regulation and biological function. One macro network, which included genes that participates in the immune response, Wnt/PI3K pathway activation, or coding for growth factors was found in quadrants associated with behavioral resilience, while a distinct macro network implicated in neurotransmission, cytoskeleton function, and brain vascularization, was expressed in quadrants associated with behavioral susceptibility. The immune system is influenced by stress and glucocorticoids [72, 73], and along with Wnt signaling and growth factors has been implicated in the pathogenesis of depression [72–74]. Furthermore, disruption of cytoskeleton functions and alteration of brain vascularization and vessels, have also been associated with neuroanatomical changes of the hippocampus, depression-like behavior, and susceptibility to neuropsychiatric disorder [75, 76].

Biological pathways enriched in the RRHO overlaps were consistent with the distinct genomic landscape observed in stress susceptibility and resilience [3, 5]. We observed a smaller, compared to WT mice, but unique overlap between SUS mice in SH and BDNF het-Met mice treated with CORT, suggesting that exclusive sets of genes are induced by stress in BDNF het-Met mice, as others have also reported [77, 78]. The most significant overlap existed between SUS mice raised in EE and mice under vehicle of both genotypes. Thus, EE in SUS mice profoundly reduced the similarity between CORT-treated and SUS mice, shifting the overlap instead to vehicle-treated mice and indicating that EE reverses the genomic signatures of stress typically associated with susceptibility. The genomic shift observed under EE in SUS mice is consistent with findings showing that EE promotes hippocampal neurogenesis and restores behavior after social defeat [79].

After elucidating individual DEGs, differential connectivity analysis was used to examine multi-dimensional alterations between pairs of genes, as susceptibility to stress-related disorders is characterized by fundamental changes in the architecture of transcriptional networks [22]. WGCNA analysis showed that two modules, *yellow* and *cyan*, were enriched in DEGs across all of the experimental groups. This network-based approach allowed us to identify several hub genes, which according to their definition are more likely to drive the function of the entire network [23, 80]. The significant enrichment of the *cyan* module indicated that CORT-treated mice, regardless of genotype, exhibited gene expression synchrony with SUS mice raised in SH prior CSDS, an expression pattern that reflected increased affective behavior observed selectively in these groups. The most highly connected hub gene of the *cyan* module was *Wdr7*, whose altered expression was found in subjects with depression and alcohol dependence comorbidity [81]. The intramodular network of *Wdr7* included *Adamts14* and *Dock4*, two markers of neuropsychiatric disorder susceptibility [82, 83]. The *yellow* module demonstrated genomic synchrony in mice exhibiting low affective behavioral score, namely BDNF het-Met mice under vehicle and SUS mice raised in EE, emphasizing previous evidence showing that BDNF het-Met mice express genes associated with stress coping even in the absence of applied stressors [78]. The top hub regulator of the *yellow* module, *Arap2*, encodes for pro-survival functions, such as Akt activity [84], glucose uptake, and sphingolipid metabolism [85], and its dysregulation leads to impaired affective behavior in animal models of depression [86, 87]. In the *yellow* module, *Arap2* was interconnected with other resilience-associated genes. For example, increased expression of *Tnnt1* was observed in mice after injection with the rapid-acting antidepressant ketamine [88]. The intramodular network of *Arap2* also included *Plcβ4* and *Rora*, whose functional expression was associated with improvement in anxiety [89] and depressive [90] symptoms. Therefore, the *cyan* and *yellow* modules included hubs that associated with stress susceptibility or resilience, respectively. We offer a model that summarizes converging intramodular networks that regulate converging behavioral phenotypes, namely increased or decreased affective behavior. This scheme shows that groups included in the *cyan* module display behavioral susceptibility, while groups included in the *yellow* module exhibit behavioral resilience (Fig. 5).

**Fig. 5:**
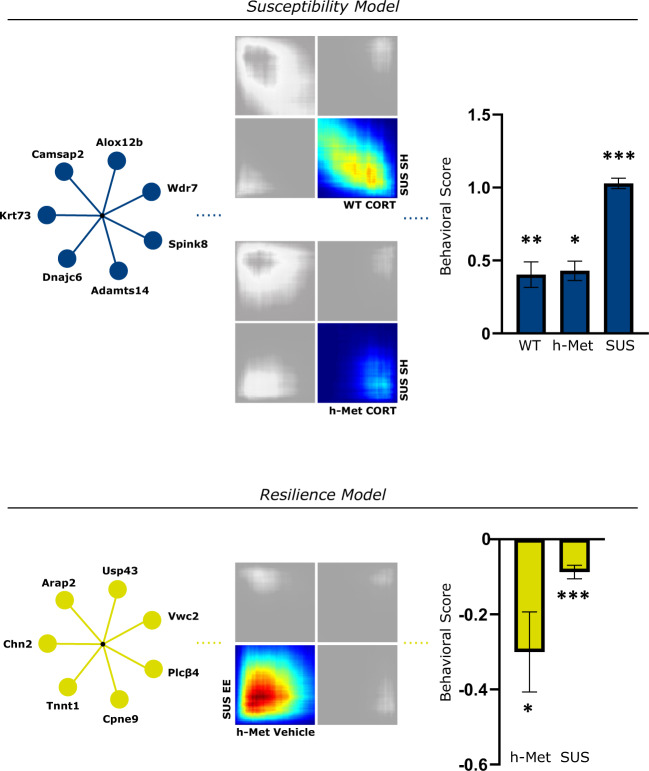
Summary of transcriptomic and behavioral synchrony. Enrichment in hub genes and DEGs in the *cyan* module, matching RRHOs, and behavioral susceptibility to stress (*cyan* column) are found in CORT-treated mice of both genotypes and SUS mice raised in SH. Enrichment in hub genes and DEGs in the *yellow* module, concordance in RRHO gene expression, and behavioral resilience to stress (*yellow* column) are found in BDNF het-Met treated with vehicle and SUS mice raised in EE. The behavioral score for each group was normalized to its respective control: WT CORT mice normalized to WT vehicle (*t* = 3.356, df = 17.95, *p* < 0.01), BDNF het-Met CORT mice normalized to BDNF het-Met vehicle (*t* = 2.579, df = 12.30, *p* < 0.05), SH SUS mice normalized to RES in SH (*t* = 5.454, df = 13.98, *p* < 0.001), BDNF het-Met vehicle mice normalized to BDNF het-Met CORT (*t* = 2.579, df = 12.30, *p* < 0.05), and EE SUS mice normalized to SUS in SH (*t* = 3.455, df = 104.6, *p* < 0.001). Behavioral score for each animal is calculated as: 1 − $${{{{{{{\mathrm{z/\bar a}}}}}}}}$$, where z = [(x − x̅_cont_)/σ_cont_] * (±1)] and x = percentage time in the light, latency to dark, latency to light, grooming time, number of grooming sessions, grooming latency, time in social interaction zone, or SI ratio, and a = z for each respective control mouse. After calculation, a and z values where normalized to the lowest z score. Columns represent the mean ± S.E.M. of ten animals per group for the CORT model and mean ± S.E.M. of 59 animals for SUS in SH and 49 animals for SUS in EE. *p < 0.05; **p < 0.01; ***p < 0.001. DEG differentially expressed gene, RRHO rank-rank hypergeometric overlap, WT wild-type, BDNF het-Met/h-Met heterozygous BDNF Val66Met, CORT corticosterone, SUS susceptible, SH standard housing, and EE enriched environment.

Although distinct paradigms were used to study stress coping, such as genetic inheritance, hormones, and environment, there were commonalities and differences across models. One major commonality between the CSDS and CORT models is that they both show dysregulation of the HPA axis [24, 91], and both exhibit a blunted endocrine response to stress [25, 92]. Also changes in BDNF levels in mice undergoing CSDS are causally related to changes in plasma CORT and sensitivity to stress [93]. CORT treatment induces stress-related behaviors in males with negligible individual variability, that is a population resilient to oral CORT has not been reported. However, CSDS leads to the isolation of two populations that are either RES or SUS to stress [35]. Accordingly, mounting evidence shows that the intrinsic component of susceptibility in CSDS mice mostly depends on epigenetic factors and the early life environment [94, 95], while the BDNF het-Met variant confers a genetic predisposition to stress-related behavior in response to an applied stressor [32]. When comparing pharmacological and environmental models, one should consider unique physiological mechanisms due to disparate stress-inducing conditions. Nevertheless, some gene pathways may act as an independent core that may modulate the multifactorial physiological responses to stress, despite the diversity of the stressors. While this study focuses on males, data previously reported in females, from the same cohort of males included here, show that CORT reduces, rather than increases, affective behavior selectively in BDNF het-Met mice, and induces gene expression patterns that profoundly differ from those described in males [96]. In the attempt to combine models with converging face validity for behavioral susceptibility, females were not compared with CSDS mice because they showed a behavioral phenotype that opposed the one observed in males. The study of sex differences must then focus on genomic signatures underlying opposed face validity rather than converging behavioral and molecular traits. Furthermore, data in females exposed to CSDS and alternate housing are scarce, and the comparison with females treated with CORT would necessitate an alternate protocol to induce CSDS [97], thus introducing an additional variable of comparison. Notably, several hub genes found in this study are also differentially regulated in the prefrontal cortex of susceptible females undergoing CSDS [98] (Supplementary Table 4). This suggests that males and females, while showing a distinct behavioral response to CORT [96] and a distinct genomic response to stress [19, 68, 71, 78], may share a core connectome of hub genes that orchestrates the stress response. Without neglecting the importance of mosaic gene networks in complex illnesses, further studies may also secure the identification of targets at the single-gene level, using silencing/activation methods to dissect the gene driver(s) of the modular network that corroborate a causal link with the behavioral phenotypes that we reported.

Stress-related disorders are multifaceted, constraining the understanding of their molecular etiologies [99]. Investigating the holistic network of the genome associated with stress-related disorders, moving away from the one gene-one disease paradigm, could shift focus to key biological systems and facilitate the identification of novel therapeutic targets, with the scope of constructing interventions to target whole connectivity networks rather than individual DEGs [22, 100]. The distinction between the effect of different stressors on animal behavior and physiology remains largely unexplored but it has practical implications to recapitulate the complexity of human conditions in preclinical models [101], as in the case of subjects with major depressive disorders [68] (Supplementary Table 4). Using a multimodel metanalysis, this study uncovers a novel gene core of the stress response, highlighting biomarkers that underlie the susceptibility to stress-related disorders.

## Supplementary information

Supplementary Material Methods

Supplementary Figures

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

## Data Availability

RNA-seq data have been deposited to GEO GSE174664 and GSE150812. DEGs are included in Supplementary Datasets. All other data are available upon request.

# Supplementary material for: Genomic modules and intramodular network concordance in susceptible and resilient male mice across models of stress
**Source:** Neuropsychopharmacology. 2021 Nov 30;47(5):987–99. doi: 10.1038/s41386-021-01219-8
**Supplement:** Supplementary file 1 — Supplementary Material Methods

**Animals and Housing**

To mitigate the litter-specific effect^1, 2^, C57/BL6 mice and BDNF het-Met mice were selected from across multiple litters before being assigned to their experimental group. BDNF het-Met mice consisted of a knock-in mouse model that carries a single-nucleotide polymorphism consisting of the substitution of a valine with a methionine at codon 66 within the proregion of the BDNF gene^3^. CORT-treated mice were group housed (n=4–5) in standard cages (28.5x17x13cm) and all mice were kept on a 12-h light-dark cycle (lights off 7:00pm) in a temperature-controlled room maintained at 21±2°C. A 2lux red light permitted animal maintenance in the dark phase. Food, water, and treatment were available *ad libitum.* Environmental enrichment consisted of mice housed in groups of 12 per 78x86cm cage, containing tunnels, novel inanimate objects, and running wheels. The enriched cages were changed every two weeks while a partial bedding change occurred once per week. Toys were cleaned once a week by soaking them for 10 minutes in PeroxyGard, then rinsing them in water, and then left to air dry. The position of the toys was changed weekly according to eight different configurations. Standard housed mice were grouped 3 per 30x18cm standard cage. The standard cages were cage changed every week. Based on previous behavioral studies, we found that a sample size of 8 to 12 mice per group allows us to reliably detect changes of the magnitude we are examining (α=0.05). Variance was similar among the groups that are being compared.

**Chronic Oral CORT Treatment**

At 2 months of age the drinking water bottle of WT and BDNF het-Met mice was replaced with either a solution containing 25 µg/ml corticosterone (Sigma, St. Louis, MO) dissolved in 100% ethanol, and then diluted in regular tap water to a final concentration of 1% or a solution of 1% ethanol in tap water (vehicle). Both corticosterone and vehicle solutions were replaced twice a week.

**Chronic Social Defeat Stress (CSDS)**

The mouse cohort raised in enriched or standard housing underwent a modified social defeat stress procedure similar to that previously described^4^ with some minor adjustments. Aggressor mice were first screened from retired CD-1 breeders. The CD-1 breeders at 4 months of age underwent an acclimatization period for 7 days in single housing with ad libitum access to food and water. Aggression screening occurs when a screener C57BL/6J mouse 8 to 11 weeks of age is placed in the CD-1 breeder’s cage for 180 seconds then removed. The next day another novel screener is tested with the CD-1 mouse. This is then repeated for a final day. Criteria for selection of CD-1 mice for the social defeat protocol is recorded. This includes latency to the first attack and the total number of attacks for each CD-1 mouse. Mice that attack on at least two consecutive days in less than 60 seconds are included as aggressors. Mice that caused wounding in C57 mice during screening were excluded. The aggressors were ranked based on their aggression score (total sum of all attacks/total latency to the first attack). The CD1 aggressor with the highest aggression score after screening was also excluded. The social defeat stress occurred in a standard rat cage containing a Plexiglass divider with holes allowing for olfactory cues and separating the cage into two 1/3 and 2/3 sized compartments. A CD-1 aggressor was placed in the 2/3 size compartment and left overnight following its third screening session with access to food and water. The next day an intruder C57BL/6J mouse previously raised in enriched or standard housing was added to the 2/3 size compartment with the CD-1 aggressor. The two mice were left to interact for 5 minutes. If an attack bout occurs longer than 10 seconds the mice are separated momentarily. If the C57BL/6J mouse is wounded, the defeat session is terminated for the day. The amount of attacks a mouse received during the defeat session was also limited. After the defeat session, the C57BL/6J mouse is transferred to that cage’s 1/3 size compartment with adequate food and water. After 24 hours the C57BL/6J mouse is alternated to another cage of the same setup with a novel CD-1 aggressor where the social defeat procedure is repeated. This novel CD-1 aggressor is alternated between an aggressor with a high aggression score and an aggressor with a low aggression score. This pattern continues through the 10-day defeat protocol. This is an effort to maintain similar levels of total aggression exposure over the 10-day paradigm for each C57BL/6J mouse.

**Light-Dark Box Test**

The arena consisted of an open white-wall light box and a covered black-wall dark box (l=29cm, w=29cm). The test began once the mouse was placed in the light box and was videotaped for 5 minutes by a camera fixed on the ceiling above the arena (50±10 lux). Time spent in the light box, latency to enter the dark box, and latency to reenter the light box were scored by an experimenter blind to the experimental groups and conditions. Mice that did not enter the dark box during the 5-minute test cut-off were excluded from the analysis and from further investigation.

**Splash Test**

The splash test was performed as described by Santarelli et al.^5^ and Isingrini et al.^6^ with minor changes. After 30 minutes habituation to a new and empty testing cage, mice were sprayed on the hindquarters with a 10% (w/v in water) sucrose solution, and immediately placed in the testing cage for 5 minutes (50±10 lux). Grooming behavior was videotaped by a camera fixed on the ceiling above the arena. The latency to the first grooming session, the total time grooming, and the number of grooming sessions were manually scored by an experimenter blind to the experimental groups and conditions. Mice that did not groom during the 5-minute test cut-off were excluded from the analysis.

**Social Interaction Test**

After habituation, mice were placed into an open arena with an empty wire-mesh box at one side (interaction zone). Mice were given 150 s to explore the arena. A novel CD1 aggressor was placed in the box and the procedure was repeated. Time in the interaction zone with the CD1 aggressor present, in the corner zones, and total locomotion were recorded by an experimenter blind to the experimental groups and conditions. Ratio of time inside and outside the interaction zone determined the classification of “resilient” (n=46) and “susceptible” (n=108)^4^. The ratio was calculated as =(time spent outside the interaction zone/time spent within the interaction zone).

**Behavioral Z-Score**

The z-score was calculated using the following formula: z=[(x-x̅cont)/σcont]*(±1)]. Z-scores across disparate models of stress were compared using a behavioral score for each animal is calculated as: 1-$z/\bar{a}$, where $z$=[(x-x̅_cont_)/σ_cont_]*(±1)] and x=percentage time in the light, latency to dark, latency to light, grooming time, number of grooming sessions, grooming latency, time in social interaction zone, or SI ratio, with $a$=$z$ for each respective control mouse. After calculation, $a$ and $z$ values where normalized to the lowest $z$ score.

**RNA Sequencing**

Mice were killed by cervical dislocation and rapidly decapitated to extract the whole brain between the hours of 1100 and 1400. The brains of CORT- or vehicle-treated mice were immediately dissected to isolate the ventral hippocampus. The left and right hippocampi were also separated, and the ventral part of one-half hippocampus was rapidly flash frozen and stored at -80 °C before RNA was extracted for RNA-seq. The left and right sides of the ventral hippocampus were randomly included in a pool to minimize a lateralization effect. In addition, the RNA from two different hippocampi from the same experimental group were also pooled^7-10^ to achieve the necessary minimum yield for RNA-seq (>100ng/µl) and storage for further investigation of gene expression. CSDS mice whole brains were rapidly removed, flash frozen, and stored at -80 °C. CSDS brains were sliced coronally (200 µm) until bregma −2.30, then sliced horizontally 3.24 to 0.92 mm58. 

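Genes of the dentate gyrus and of neighboring structures were counted in the libraries of these punches. Over the 35 defeated mice, the dentate granule cell gene Prox1 had a mean log2 CPM of 7.09 and ranged from 6.59 to 7.59. The thalamus gene Tcf7l2 ranged from 0.49 to 4.63 and the CA1 pyramidal cell gene Fibcd1 from 3.36 to 6.81 log2 CPM, whereas Rorb, also on the thalamus list, ranged from 5.04 to 5.69 and the CA3 pyramidal cell gene Cpne4 from 6.77 to 7.45. Ttr, the most abundant transcript of the choroid plexus, had a group median between 0.0985 and 0.701 CPM in the 6 groups of all 54 mice but reached 873 CPM in an SH control mouse, and between 0 and 3 mice of each group were above 10 CPM.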

A 300 µm diameter puncher was used to punch the ventral dentate gyrus region. The RNA from CORT treated mice was extracted from the ventral hippocampal tissue using Qiagen Lipid Tissue Mini Kit (Qiagen, Germantown, MD USA). RNA from CSDS ventral dentate tissue was performed using Qiagen Allprep RNA Mini Kit (Qiagen, Germantown, MD USA). DNAse I treatment occurred during RNA extraction and RNA was examined by a Bioanalyzer (Agilent technologies, Santa Clara, USA) for both models. CORT sample cDNA libraries were sequenced at The Rockefeller University Genomics Core Facility on an Illumina NextSeq 500 to obtain single-end 75-bp reads at an approximate sequencing depth of 35-40 million reads per sample. RNA libraries from CSDS samples were prepared using Illumina TruSeq Stranded total RNA LT set (Cat# RS-122-2301, Illumina Canada Ulc.) and sequenced at the Genome Quebec Innovation Centre on an Illumina HiSeq 2500, obtaining paired-end 125-bp reads at a depth of approximately 30 million reads per sample.

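In the deposited tables, a median of 15.9% of the read pairs of a CSDS library were unmapped (range 13.9% to 19.9%) and 10.0% mapped to several places (8.70% to 12.1%). A further 23.7% lay outside annotated exons on the reverse strand (19.9% to 28.8%) and 0.930% overlapped several genes (0.840% to 1.12%), and none of these enter the counts per gene. The 2 runs of EE control mouse 9 differed with a chi-square of 1.08 per degree of freedom over 17331 genes, against 7.92 to 17.9 between its first run and the other EE control mice.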

**RRHO**

The full threshold-free lists of differential expression data were first ranked by increasing log fold change. The RRHO2 “stratified” method (https://rdrr.io/github/RRHO2/RRHO2/) was used to detect the overlap between genes differentially expressed in the same or opposite directions^11^, where the bottom right and top left quadrant display overlaps of genes with concordant differential expression, and the top right and bottom left discordant overlap. Threshold-free differential expression lists were ranked using the -log10(p-value) corresponding to the sign of the full change value generated with the limm-voom package. The point from each quadrant that had the highest absolute log10-transformed significance denoted the rank thresholds (and accordingly the metric thresholds) on the x- and y-axis (i.e. in both models) that yielded the most statistically significant set of overlapping differentially expressed genes or putatively co-regulated genes^12^.

**Gene Profile Processing**

To fit gene co-expression network building by WGCNA, raw reads count was converted to RPKM (Reads Per Kilobase of transcript, per Million mapped reads) by using the formula: RPKM = numReads / (geneLength/1000 * totalNumReads/1,000,000). Non-coding genes, genes in scaffold, and the genes that have more than 10% missing values in samples were filtered out. Clustering analysis also filtered out outliers. The hierarchical clustering function hclust was used to analyze the samples on their Euclidean distance with average linkage agglomeration method, separately in each set, which aims to filter out the outliers (See Supplementary Fig. 1a,b). The clustering height was the value of the criterion associated with the clustering method for the agglomeration.

**Consensus Weighted Gene Co-Expression Network Construction**

The consensus gene co-expression networks were constructed by the automatic block-wise network construction and module detection process in the WGCNA package. The soft thresholding power β (=18) to which co-expression similarity is raised to calculate adjacency was chosen based on the criterion of approximate scale-free topology before the consensus network building. This process firstly builds the Topological Overlap Matrix (TOM) by calculating the gene adjacencies using biweight midcorrelation^13^ with chosen soft thresholding power in the individual sets. It then constructs the signed consensus weighted correlation network through scaling of individual TOM to make them comparable across sets, calculating consensus Topological Overlap and clustering and identifying module and merging of modules whose expression profiles are very similar. Modules were detected via hierarchical gene clustering on TOM-based dissimilarity and branch cutting using the top-down dynamic tree cut method^14^. Each Module was represented by the module eigengene. Modules with high module eigengene correlations (r > 0.85) were merged. Fifty-four modules, excluding grey, were identified.

**Module Preservation**

The module preservation analysis intends to evaluate whether the co-expression gene network is defined robustly in the current sample set and reproducible in independent data as well as whether the module is more significant than a random sample of genes^15^. $Z_{summary}$ statistics were calculated for module preservation analysis by combing module density-based statistics and intra-modular connectivity-based statistics and separability of modules based on permutation test ( Z=$\frac{observed-{mean}_{permutated}}{{sd}_{permuted}}, Z_{summary}=\frac{Z_{density+Z_{connetivity}}}{2}$). $Z_{summary}$< 2 indicates no preservation, 2 < $Z_{summary}$ < 10 weak to moderate evidence of preservation, and $Z_{summary}$ > 10 indicates strong evidence of preservation. Permutation was performed 100 times to reconstruct the networks with the same parameters by randomly resampling the initial sample set. The module preservation analysis results for each individual model are shown in Supplementary Fig. 1e,f.

**KME Measurement for Hub Genes**

When generating a weighted gene co-expression network, each module can be represented by the module eigengene that correspond to most highly connected gene. Eigengene-based connectivity, also known as kME, represented the correlation between gene expression profile and the module eigengene^13^.

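A comparable value was computed for the CSDS libraries alone, as the correlation of each gene with the first principal component of its module. In the 54 mice the first component took 36.4% of the variance of the 297 cyan genes tested and 22.4% of that of the 449 yellow genes, where 200 random sets of the same size gave at most 16.6% and 15.1%. The median correlation with the component was 0.585 for cyan and 0.380 for yellow genes, and it was positive for 292 and 430 genes. Across genes, which are not independent replicates, Spearman's rho between this correlation and the module membership in Supplementary Data 3 was 0.792 for cyan and 0.717 for yellow. The networks were built by the authors on RPKM values of both models, whereas these values use log2 CPM of the CSDS mice. Because the modules were built in part on the CSDS mice, a larger first component than in random sets is not independent evidence.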

$K_{ME, i}=Cor(X_{i}, ME)$

The consensus kME value and the corresponding P-value were calculated for each hub.

**Gene Network of Hub Genes in Significant Modules**

To investigate the connectivity of the hub genes, ARACNE (Algorithm for the Reconstruction of Accurate Cellular Networks)^16^ was used to identify the significant interactions between the hub genes in the significant modules based on their mutual information. For each ARACNE- derived unweighted network, the connectivity scores of the hub genes were computed. The most significant hubs from each module were selected for analysis (Figure 4) from the most connected genes greater than 1 standard deviation from the average (μ + σ) when organized by decreasing kME score.

**REFERENCES**

1. Becker G, Kowall M. Crucial role of the postnatal maternal environment in the expression of prenatal stress effects in the male rats. J Comp Physiol Psychol. 1977;91(6):1432-46.

2. Chapman RH, Stern JM. Failure of severe maternal stress or ACTH during pregnancy to affect emotionality of male rat offspring: implications of litter effects for prenatal studies. Dev Psychobiol. 1979;12(3):255-67.

3. Chen ZY, Jing D, Bath KG, Ieraci A, Khan T, Siao CJ, et al. Genetic variant BDNF (Val66Met) polymorphism alters anxiety-related behavior. Science. 2006;314(5796):140-3.

4. Golden SA, Covington HE, 3rd, Berton O, Russo SJ. A standardized protocol for repeated social defeat stress in mice. Nat Protoc. 2011;6(8):1183-91.

5. Santarelli L, Saxe M, Gross C, Surget A, Battaglia F, Dulawa S, et al. Requirement of hippocampal neurogenesis for the behavioral effects of antidepressants. Science. 2003;301(5634):805-9.

6. Isingrini E, Camus V, Le Guisquet AM, Pingaud M, Devers S, Belzung C. Association between repeated unpredictable chronic mild stress (UCMS) procedures with a high fat diet: a model of fluoxetine resistance in mice. PLoS One. 2010;5(4):e10404.

7. Anand S, Mangano E, Barizzone N, Bordoni R, Sorosina M, Clarelli F, et al. Next Generation Sequencing of Pooled Samples: Guideline for Variants’ Filtering. Scientific Reports. 2016;6(1):33735.

8. Bansal V, Tewhey R, Leproust EM, Schork NJ. Efficient and cost effective population resequencing by pooling and in-solution hybridization. PloS one. 2011;6(3):e18353-e.

9. Rellstab C, Zoller S, Tedder A, Gugerli F, Fischer MC. Validation of SNP allele frequencies determined by pooled next-generation sequencing in natural populations of a non-model plant species. PloS one. 2013;8(11):e80422-e.

10. Rivas MA, Beaudoin M, Gardet A, Stevens C, Sharma Y, Zhang CK, et al. Deep resequencing of GWAS loci identifies independent rare variants associated with inflammatory bowel disease. Nat Genet. 2011;43(11):1066-73.

11. Cahill KM, Huo Z, Tseng GC, Logan RW, Seney ML. Improved identification of concordant and discordant gene expression signatures using an updated rank-rank hypergeometric overlap approach. Sci Rep. 2018;8(1):9588.

12. Plaisier SB, Taschereau R, Wong JA, Graeber TG. Rank-rank hypergeometric overlap: identification of statistically significant overlap between gene-expression signatures. Nucleic Acids Res. 2010;38(17):e169.

13. Langfelder P, Horvath S. Fast R Functions for Robust Correlations and Hierarchical Clustering. J Stat Softw. 2012;46(11).

14. Langfelder P, Horvath S. WGCNA: an R package for weighted correlation network analysis. BMC Bioinformatics. 2008;9:559.

15. Langfelder P, Luo R, Oldham MC, Horvath S. Is my network module preserved and reproducible? PLoS Comput Biol. 2011;7(1):e1001057.

16. Meyer PE, Lafitte F, Bontempi G. minet: A R/Bioconductor package for inferring large transcriptional networks using mutual information. BMC Bioinformatics. 2008;9:461.

How the deposited data were processed for this re-analysis (not part of the article)

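Bulk RNA of the ventral dentate gyrus was measured in 54 male mice of 6 groups, which were SH or EE mice that had been left unstressed or had become RES or SUS under CSDS. The authors deposited raw counts of read pairs per gene for 55 libraries. According to the paper, they discarded reads of low quality, aligned the rest to GRCm38 with STAR and quantified genes with featureCounts, but the deposited tables have the layout of STAR gene counts, with a column each for unstranded, forward-strand and reverse-strand counts. The values are not normalized. Rows for unmapped, multimapping, unassigned and ambiguous read pairs were left out of library sizes and tests, and their shares are given beside the supplementary description of the libraries. The tables list 45318 Ensembl identifiers, of which 44671 matched the mouse annotation used for names and coordinates. The libraries of CORT-treated mice, and the rank-rank overlap and network construction that need them, were not analyzed here. Of Supplementary Data 2 only part of the rows was at hand, so no overlap or set test was run on it.

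The mice were grouped by the labels of the deposited samples. The methods state 1 to 7 replicates per CSDS group without naming the mice, so all 54 mice were used. The 2 runs of EE control mouse 9 were summed. With a log2 correlation of 0.996 between these runs, the first run was closer to the second than to any other EE control mouse. The depth, with a median of 44765652 read pairs per library, limits the precision for genes of low count, such as Usp43, more than for the module genes as a group.

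Counts were normalized by the TMM method of edgeR 4.0.16 in R 4.3.3. Low-count genes were removed with filterByExpr, which left 17991 genes in the 35 defeated mice and 18283 genes in the 54 mice. DEGs were called with limma 3.58.1 (voom) at an unadjusted p below 0.05 and a fold change above 1.3, the criterion of the study, in a model over the 4 defeated groups. The count of genes at an adjusted p of 0.05 came from the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment, and DESeq2 1.42.0 was run as an alternative. SUS and RES mice were each compared with unstressed mice of their housing, and EE with SH control mice, in a model over the 6 groups.

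For gene lists, log2 CPM with a prior count of 2 was converted to a z-score per gene over the 35 defeated mice, or over the 54 mice where controls were compared, and averaged per mouse. Scores and single genes were compared between groups with two-sided exact permutation tests, and differences between housings and correlations with 100000 resamples. P-values were adjusted by the Benjamini-Hochberg method within families of 8 module and CORT list comparisons, 20 marker list comparisons, 20 comparisons of blood cell lists, 32 tests of named genes, 12 hub correlations, and 19 and 41 correlations of marker lists. Enrichment was tested with one-sided Fisher's exact tests. These computations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and statsmodels 0.14.6, the tables were read with data.table 1.17.8, and plots were drawn with matplotlib 3.10.9.

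The genes named in the text are those the study names as hubs or DEGs, the genes in both CSDS sheets of Supplementary Data 1, the 3 genes with the smallest edgeR p for SH, EE and the interaction, and the genes of the marker lists. The values in the study's own tables had been seen when this rule was written. Penk, Tent5c, Slc4a1, Skil, Scgn, Cbln3, Gabra6 and S100a8 fall outside it and were chosen after their values were seen. Some genes counted in the comparisons with control mice are not reported here. The marker lists were written from general knowledge for choroid plexus, thalamus, blood, dentate granule cells, CA1 and CA3 pyramidal cells, midbrain dopamine neurons, oligodendrocytes, microglia and immediate early genes, and later for red cell precursors, neutrophils, lymphocytes, endothelial cells and striatum.

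The count models were tested on simulated counts in which 200 genes of higher count were changed, up or down, by log2 values of at least 1. In the model of the 4 defeated groups, over 17855 genes, edgeR recovered 100% of them for SH with 9 other genes called and 99.5% for the interaction. In the model of the 6 groups, over 18169 genes, it recovered 99.5% for SH SUS against SH control mice. These rates do not apply to genes of low count or to smaller changes, which were not simulated.

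The alternatives tried were size factors in place of TMM, no low-count filter, a stricter filter of 1 CPM in at least 7 mice, unstranded counts, the 6 groups in 1 fit, each housing fitted alone, the replicate number as a block, choroid plexus and thalamus scores as covariates or regressed out, sample quality weights, edgeR and DESeq2 in place of limma and the reverse, genes centered without scaling, the first principal component in place of a mean z-score, another enrichment background, and each mouse left out in turn. Chance was assessed with 100 splits of the mice into groups of the same sizes.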

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

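The tests with neutrophil, lymphocyte, red cell precursor, endothelial and striatal genes, the comparison of the haemoglobin score with control mice and the repeats of the control comparisons without single mice were chosen after the results they bear on had been seen.

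Haemoglobin genes were higher after CSDS than in unstressed mice, a comparison the paper does not report. The mean z-score of Hba-a1, Hba-a2, Hbb-bs, Hbb-bt and Alas2 over the 54 mice was above that of same-housing control mice by 1.72 in SH SUS mice (two-sided exact permutation test, p = 0.000336; adjusted p = 0.00336 over 20 comparisons; 9 of 10 mice above every control), by 1.36 in SH RES mice (exact permutation test, p = 0.000154; adjusted p = 0.00309; 6 of 7), by 1.15 in EE SUS mice (exact permutation test, p = 0.00753; adjusted p = 0.0301; 7 of 9) and by 0.979 in EE RES mice (exact permutation test, p = 0.000946; adjusted p = 0.00595; 7 of 9). With single mice left out, these differences ranged from 1.56 to 1.95, 1.22 to 1.5, 0.901 to 1.41 and 0.834 to 1.10. SUS and RES mice of a housing share their control mice, so these are not independent observations. Hbb-bs was at 51.5 ± 10.6 CPM (SD, n = 9) in EE control, 85.1 ± 25.0 CPM (SD, n = 9) in EE RES and 107 ± 62.7 CPM (SD, n = 9) in EE SUS mice. Library size is argued against, since the score did not follow the total count over the 54 mice (r = -0.0469, permutation test, p = 0.741; rho = 0.115, p = 0.408; r = 0.0900 without the 2 mice farthest from the median). More blood left in the tissue of defeated mice stays a candidate explanation. If blood as a whole had risen, neutrophil and lymphocyte genes would rise too, but only 1 of 8 neutrophil genes and 2 of 8 lymphocyte genes were counted highly enough to be tested, so this cannot be told apart from a change in red cells. The lymphocyte score differed from control by -0.351 in SH SUS (exact permutation test, adjusted p = 0.344), -0.541 in SH RES (exact permutation test, adjusted p = 0.214), 0.846 in EE SUS (exact permutation test, adjusted p = 0.0904) and 0.467 in EE RES mice (exact permutation test, adjusted p = 0.334), and the neutrophil gene by 0.877, 0.691, 0.492 and 0.267 (exact permutation tests, adjusted p = 0.0662, 0.0958, 0.586 and 0.608). The neutrophil value of EE SUS mice rested on mouse 7, without which it was 0.0277, and that of EE RES mice ranged from 0.0676 to 0.469 with single mice left out. The 4 of 8 red cell precursor genes tested, some of which young red cells in blood also carry, were higher by 1.09 in SH SUS (exact permutation test, adjusted p = 0.00595) and 0.630 in SH RES mice (exact permutation test, adjusted p = 0.0464), and by 0.445 and 0.332 in EE SUS and EE RES mice (exact permutation tests, adjusted p = 0.296 and 0.334), which fell to 0.230 without EE SUS mouse 3 and 0.165 without EE RES mouse 6. Endothelial genes, of which 8 of 8 were tested, differed by 0.197, -0.0892, 0.586 and 0.197 (exact permutation tests, adjusted p = 0.594, 0.753, 0.157 and 0.669). A rise of young red cells after repeated defeat stays open as well, as the precursor genes were higher in SH, while in EE they did not pass 0.05 and the difference between housings was not tested.

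Between SUS and RES mice in SH, the haemoglobin score differed by 0.396, within the spread of the mice, and the haemoglobin genes moved together in control as well as in defeated mice (median r of 10 gene pairs 0.807 and 0.968). This is consistent with blood left in the tissue to a different extent in each mouse.

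At an adjusted p of 0.05 by edgeR, 6 genes were higher in SH SUS than in SH control mice, with 508 genes at an unadjusted p below 0.05 where 914.2 are expected by chance. Among them are Hbb-bs (log2 fold change 1.47, standard error 0.24, adjusted p = 0.000899), Hbb-bt (1.71, standard error 0.28, adjusted p = 0.000899), Hba-a1 (1.44), Hba-a2 (1.40) and Alas2 (1.33, standard error 0.25), the last 3 with an adjusted p of 0.00647 from edgeR. By limma 1 gene passed (519 unadjusted) and by DESeq2 7 (466 unadjusted). As many genes passed in 1 of 100 splits of the SH mice, the real one, which is the smallest share such splits can give. The splits shuffled control, RES and SUS mice together, and this was 1 of several comparisons with control mice. The haemoglobin genes and Alas2 also move together, so they are not separate results. The splits argue against chance for this count taken alone but do not exclude it. Without SH SUS mouse 2, 2 genes passed, and Alas2, Hba-a1 and Hba-a2 were among those lost.

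Between EE and SH control mice, 1 gene passed an adjusted p of 0.05 by edgeR, Penk (log2 fold change 0.72, standard error 0.10, adjusted p = 4.57e-05), which was at 20.1 ± 3.44 CPM (SD, n = 9) in EE and 12.2 ± 2.30 CPM (SD, n = 10) in SH control mice, with 917 genes at an unadjusted p below 0.05 by edgeR, 1 gene (947 unadjusted) by limma and 2 (892) by DESeq2. Other splits of the control mice gave as many genes in 6 of 100 cases, the real one included, so chance is not excluded for the count. Striatal neurons, which carry much Penk, are a candidate source of it. The score of 8 other striatal genes was 0.0984 ± 0.311 (SD, n = 9) in EE and -0.191 ± 0.448 (SD, n = 10) in SH control mice, a difference of 0.289 (exact permutation test, p = 0.125), and it followed Penk weakly (r = 0.384, permutation test, p = 0.108; rho = 0.337, p = 0.159; r = 0.337 without the 2 mice farthest from the median), so that striatal tissue and an effect of EE cannot be told apart. The dentate gyrus also expresses some of these genes, with a median of 80.7 CPM for Pde10a and 15.6 CPM for Ppp1r1b, while Drd2 reached at most 2.29 CPM and Adora2a at most 1.53 CPM.

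Single mice stood apart from their group in 7 of the 122 groups tested with Dixon's ratio, the gap to the nearest mouse divided by the range, where 6.1 are expected by chance. SH RES mouse 1 was the lowest of its group in the cyan module score (0.670) and in Krt73 (0.650), and SH RES mouse 4 was the highest in the yellow module score (0.617), Plcb4 (0.715) and Rora (0.630). EE SUS mouse 8 was the highest in Usp43 (0.5002). The total count of EE control mouse 9 was the highest (0.804) because its 2 runs were summed. Library size is argued against for both modules, as the correlation with the total count over the 35 defeated mice was 0.109 for cyan (permutation test, p = 0.531; rho = 0.0734, p = 0.674; 0.202 without the 2 mice farthest from the median) and -0.217 for yellow (p = 0.212; rho = -0.189, p = 0.275; -0.0782 without 2 mice). Plcb4, Rora and part of the yellow genes are thalamus markers, and tissue of the thalamus in the punch of SH RES mouse 4 is a possible explanation that was tested over the mice as a set, with r = 0.841 between the other thalamus markers and the yellow score. No biological explanation was tested for single mice.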

How the results depend on the processing

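The repeats of the control comparisons without single mice and the centering of the marker genes were chosen after seeing the data, and the other alternatives before the data were examined.

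The number of DEGs at the study's criterion depended on the low-count filter. Without it, 859 genes in SH, 977 in EE and 58 in both met the criterion, and with the stricter filter 88, 73 and 3, because more or fewer low-count genes were tested (32033 and 15766 genes). By edgeR, 20 genes were common to SH and EE, and the cause was not tested. The other 26 repeats of these counts stayed within 1.5 times the reported count. With each mouse left out, the counts were 180 to 304 in SH (304 without SH RES mouse 3), 162 to 281 in EE (281 without EE RES mouse 6) and 9 to 21 in both (21 without SH RES mouse 3).

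At an adjusted p of 0.05, the counts for SH, EE and the interaction were 0 under each alternative and with each mouse left out. For SH SUS against SH control mice the count was 1 by limma-voom, and 2 to 8 with single mice left out, 2 without SH SUS mouse 2. For EE against SH control mice it was 2 by DESeq2 and with unstranded counts, and 1 to 3 with single mice left out, 2 without SH control mouse 2, 3 or 5 or EE control mouse 4, 8 or 9 and 3 without SH control mouse 6. The genes gained included Skil and Scgn, and for SH SUS mice Tent5c and Slc4a1. The cause was not tested.

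Regressing out the choroid plexus and thalamus scores changed the sign of module differences or their side of 0.05. The cyan difference in SH fell to 0.318 (exact permutation test, p = 0.108) and that in EE to -0.295. The cyan difference between housings became -0.613 (permutation test, p = 0.0164). The yellow differences changed sign, to -0.0328 in SH, -0.161 in EE and -0.129 between housings. The thalamus score includes 8 yellow genes and the choroid plexus score 2 cyan genes. Each module was thus regressed in part on its own genes, so these changes cannot tell tissue from the module itself. With unstranded counts the WT CORT list in EE changed sign to 0.0110, and the midbrain dopamine neuron score in SH changed sign to 0.0106 when genes were centered without scaling, for which the cause was not tested. The other 68 repeats of the module and CORT list scores kept their direction and their side of 0.05.

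With single mice left out, the cyan difference in SH was 0.438 to 0.649. It was no longer below an exact permutation p of 0.05 without SH RES mouse 1 (0.438), 2 (0.544), 3 (0.544), 5 (0.566) or 7 (0.579), or SH SUS mouse 1 (0.490), 3 (0.454), 4 (0.563), 6 (0.486) or 7 (0.508). The cyan difference in EE was -0.176 to 0.0445, above 0 without EE RES mouse 3 (0.0164) or 8 (0.0445). The cyan difference between housings was -0.745 to -0.527 and passed 0.05 without SH SUS mouse 8 (-0.745, permutation p = 0.0446) or EE RES mouse 9 (-0.726, permutation p = 0.0468). The yellow difference in SH was -0.0251 to 0.171, below 0 without SH SUS mouse 3 (-0.0251). The WT CORT list in EE was -0.0662 to 0.0269, above 0 without EE RES mouse 6 (0.0145) or 8 (0.00178) or EE SUS mouse 6 (0.0269).

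The enrichment odds ratios stayed above 1 with a one-sided p below 0.05 in the 10 repeats, from 3.24 to 10.7 for cyan and 3.46 to 8.49 for yellow. These p-values from Fisher's test are unadjusted and treat genes as independent. Against all genes tested the adjusted p was 0.0544 for cyan and 0.0348 for yellow. The lowest value for yellow came with the replicate block. The correlation of SH and EE log2 fold changes lay between -0.136 and -0.0544 under the other settings and between -0.114 and 0.0220 with single mice left out. For the named genes, 131 repeats kept direction and call and 1 gained a call, and with single mice left out 1114 kept both, 26 gained a call and 15 lost it.

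With the replicate number as a block, 291 genes in SH, 185 in EE and 17 in both met the study's criterion, 5 genes passed for SH SUS against SH control mice and 1 for EE against SH control mice, and Spink8 in SH was called at a log2 fold change of 1.04. Whether the numbers pair the mice is not settled. Of the 16 pairs of SUS and RES mice of the same number and housing, 4 had a correlation of their deviations over 0.1 (median 0.0655, range -0.0730 to 0.294). These 4 were all in EE, and the highest value in SH was 0.0972. Pairs of different numbers had a median of -0.00284 (range -0.346 to 0.305).

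Depth limits the genes of low count most, and Usp43, with 478 counts in the 35 defeated libraries, is the lowest of the named module genes discussed.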

Differences from the paper's values

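The module membership in Supplementary Data 3 comes from both models, and the values here from the CSDS mice alone. In this section a value is said to differ when its distance from the paper's value exceeds the bootstrap SD or the standard error. Chance alone often gives such a distance, so a value just past it is not shown to be a real discrepancy. For Camsap2 the paper's value is 0.722 and the correlation here 0.784. In the 35 defeated mice it was 0.753, which does not differ by the measure used (a bootstrap SD), and with a mean z-score in place of the first principal component it was 0.779, which does. For Dnajc6 the paper's value is 0.772 and the value here 0.899, with 0.911 in the 35 mice and 0.894 with the mean z-score. For Vwc2 the paper's value is 0.716 and the value here 0.822, with 0.862 and 0.773 under these settings. For Cpne9 the paper's value is 0.713 and the value here 0.503, with 0.443 for the mean z-score. In the 35 mice it was 0.699, within the measure of the paper's value.

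For B230110C06Rik in SH, the paper's log2 fold change is -0.54 and the value here -0.72 by limma, with -0.72 by edgeR, -0.72 by DESeq2 and -0.79 with the replicate block, each of which differs, and with unstranded counts it was -0.55, which does not. For Ppef2 in EE, the paper's value is -0.62 and the value here -0.89, with -0.90 by edgeR, -0.91 by DESeq2 and -0.86 with the replicate block, each of which differs, and with unstranded counts it was -0.86, which does not exceed the larger error of that setting.

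The paper lists Plcb4 and Usp43 as upregulated in SUS mice raised in EE. Both had a positive log2 fold change here, 0.43 and 0.63 by limma, and did not meet the study's criterion with all mice. Plcb4 met it without EE RES mouse 6 or 8 or EE SUS mouse 3, 7 or 9, and Usp43 without EE RES mouse 2. Rora, which is in the paper's list for EE, was at 0.45 by limma and did not meet the criterion with all mice either, but met it when any 1 of the 5 mice named for Plcb4 was left out. The genes Gm29771 in SH and Hmmr in EE, which the paper calls, were also not called with all mice. Gm29771 was called without SH RES mouse 3, 4 or 6 or SH SUS mouse 2, 3 or 8, and Hmmr without EE RES mouse 6 or EE SUS mouse 2, 4 or 8.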

Other observations

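The lists of red cell precursor, neutrophil, lymphocyte, endothelial and striatal genes, the deciding value for the share of granule cells, the comparison of Penk in defeated mice and the search for genes raised in 1 mouse were chosen after seeing the results they bear on.

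Over 100 within-housing splits of the defeated mice, 25 gave as many DEGs in SH as the real 200 (median of the others 168, range 98 to 334), 61 as many in EE as the real 185 (median 197, range 123 to 533) and 26 as many in common (median 9, range 2 to 51), so chance is not excluded for these counts. With 0 genes at an adjusted p of 0.05 for SH, EE and the interaction by edgeR, limma and DESeq2 (unadjusted counts are given beside the DEGs), a count as large is certain in each split (100 of 100 in each case), so these say nothing about chance. For the correlation between housings, 60 of 100 splits were as far from 0. For the cyan enrichment in SH, 2 of 100 splits gave an odds ratio as large, the real one included. The paper had singled out this module for its enrichment in DEGs of these same mice. The splits do not repeat that choice, so they cannot exclude chance for it. For the yellow enrichment in EE, 18 of 100 splits gave an odds ratio as large, so chance is not excluded there either. Against control mice, 0 genes passed in SH RES (641 unadjusted by edgeR, 636 by limma and 607 by DESeq2), EE SUS (1444, 1348 and 1408) and EE RES mice (1447, 1367 and 1430), where 100 of 100 splits again give as many by construction.

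A candidate explanation for the spread of both modules over the defeated mice is the tissue that each punch collected. The cyan score followed CA3 markers outside the module also in the 19 control mice (r = 0.754, permutation test, p = 0.00012; rho = 0.807, p = 7e-05; r = 0.736 without the 2 mice farthest from the median; adjusted p = 0.000547 over 41 relations). For the difference between SUS and RES mice in SH, 0.260 of the cyan score remained with CA1 and CA3 scores regressed out (exact permutation test, p = 0.0399), so that CA3 tissue as the source of part of it and an effect of the phenotype cannot be told apart. For the yellow difference in EE, thalamic tissue is a candidate explanation, as the score followed thalamus markers outside the module over the defeated mice (r = 0.841). The difference was -0.151 with these regressed out. This value cannot decide it, because part of these markers are in the paper's list of DEGs for EE. For the spread of this module, the control mice gave r = 0.241 (permutation test, p = 0.324; rho = 0.342, p = 0.152; r = 0.208 without 2 mice), so thalamic tissue cannot be told apart from other sources of the spread of this module.

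Dentate granule cell markers fell as the scores rose, with r = -0.857 for cyan and -0.742 for yellow in defeated mice (permutation p = 1e-05 for each, the smallest possible; rho = -0.892 and -0.747; r = -0.802 and -0.777 without 2 mice) and with r = -0.843 for cyan in control mice (permutation test, p = 0.00011; rho = -0.596; r = -0.598 without 2 mice) and -0.531 for yellow (p = 0.0200; rho = -0.174; r = -0.307 without 2 mice). A lower share of granule cells would raise the markers of each other cell type alike. CA1 markers did not follow the scores, with r = 0.183 for cyan (permutation test, p = 0.293; rho = 0.139) and 0.0147 for yellow (p = 0.933; rho = 0.0899) in defeated mice, while CA3 markers had r = 0.878 and oligodendrocyte markers r = 0.680 with cyan there, which argues against the share of granule cells as the whole cause of the spread over the defeated mice. In control mice CA1 markers had r = 0.453 with cyan (permutation test, p = 0.0512; rho = 0.270, p = 0.265; r = 0.509 without 2 mice) and 0.433 with yellow (p = 0.0638; rho = 0.330, p = 0.168; r = 0.451 without 2 mice), in the direction of that explanation, so it stays open for the control mice. Oligodendrocyte markers followed the yellow score with r = 0.846 in defeated (rho = 0.789; r = 0.804 without 2 mice) and 0.641 in control mice (permutation test, p = 0.00294).

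Choroid plexus tissue is a candidate source of Ttr and related genes. Over the 35 defeated mice the median correlation of 12 other choroid plexus genes with Ttr was 0.789, and the cyan score followed the choroid plexus markers with r = 0.650 (permutation test, p = 3e-05; rho = 0.606; r = 0.648 without 2 mice). In single mice Ttr reached 311 CPM in SH SUS, 288 in EE control, 256 in EE RES and 469 in EE SUS mice, and 1.93 CPM at most in SH RES mice.

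The marker lists did not separate SUS from RES mice at an adjusted p of 0.05 over 20 comparisons. For choroid plexus, with 11 of 16 genes tested and 2 of them cyan genes, SUS minus RES was 0.49 in SH and 0.157 in EE (exact permutation tests, p = 0.247 and 0.688). It was 0.184 and 0.784 for the 16 thalamus genes, of which 8 are yellow genes and 9 are in the study's DEG lists (exact permutation tests, p = 0.604 and 0.136). The 8 dentate granule cell genes gave -0.429 and 0.246 (exact permutation tests, p = 0.247 and 0.536), the 8 CA1 genes, 2 of them in cyan, 0.0304 and -0.651 (exact permutation tests, p = 0.936 and 0.0711) and the 8 CA3 genes, 1 of them in cyan, 0.510 and 0.111 (exact permutation tests, p = 0.0956 and 0.779). Oligodendrocyte genes gave 0.434 and 0.454 (exact permutation tests, p = 0.374 and 0.255), microglia genes -0.166 and 0.331 (exact permutation tests, p = 0.610 and 0.512) and immediate early genes, 4 of 8 in yellow, 0.209 and -0.0837 (exact permutation tests, p = 0.489 and 0.753). For blood markers in EE the difference was 0.189 (exact permutation test, p = 0.703).

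Midbrain dopamine neuron genes, of which 3 of 6 were tested, were higher in SUS than in RES mice raised in EE by 0.769 (exact permutation test, p = 0.00736; adjusted p = 0.147), with 6 of 9 SUS mice above every RES mouse, and by -0.0416 in SH (p = 0.897). The difference between housings was 0.810 (permutation test, p = 0.0644; adjusted p = 0.644). No explanation was tested.

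Penk was higher in EE than in SH mice in defeated groups as well, by a log2 CPM of 0.40 in RES (exact permutation test, p = 0.00708; 3 of 9 EE mice above every SH mouse) and 0.50 in SUS mice (exact permutation test, p = 2.17e-05; 8 of 9), and by 0.72 in control mice (exact permutation test, p = 6.5e-05; 6 of 9).

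Among the genes raised in 1 of the 54 mice alone, at 5 CPM or more and above 10 times the level of any other mouse, were Cbln3 and Gabra6 in EE SUS mouse 5 and S100a8 in EE SUS mouse 7. No explanation was tested for these.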
